# Comparative Study on the Effects of Silicon Nanoparticles and Cellulose Nanocrystals on Drought Tolerance in Tall Fescue (*Festuca arundinacea* Schreb.)

**DOI:** 10.3390/plants14101461

**Published:** 2025-05-14

**Authors:** Meng Li, Sile Hu, Xulong Bai, Jie Ren, Kanliang Tian, Huili Zhang, Zhilong Zhang, Vanquy Nguyen

**Keywords:** tall fescue, slope, drought stress, silicon nanoparticles, cellulose nanocrystals, transcriptome

## Abstract

Tall fescue (*Festuca arundinacea* Schreb.) is a herbaceous species that is commonly used for ecological slope restoration in China. However, water scarcity often constrains its growth due to the unique site conditions of steep slopes and climate-induced drought stress. This study aims to compare the ameliorative effects of silicon nanoparticles (Si NPs) and cellulose nanocrystals (CNCs) on drought stress in tall fescue and to elucidate their underlying mechanisms of action. The results indicated that drought stress impaired photosynthesis, restricted nutrient absorption, and increased oxidative stress, ultimately reducing biomass. However, Si NPs and CNCs enhanced drought tolerance and promoted biomass accumulation by improving photosynthesis, osmotic regulation, and antioxidant defense mechanisms. Specifically, Si NP treatment increased biomass by 48.71% compared to drought-stressed control plants, while CNCs resulted in a 33.41% increase. Transcriptome sequencing further revealed that both nanomaterials enhanced drought tolerance by upregulating genes associated with photosynthesis and antioxidant defense. Additionally, Si NPs improved drought tolerance by stimulating root growth, enhancing nutrient uptake, and improving leaf structure. In contrast, CNCs play a distinct role by regulating the expression of genes related to cell wall synthesis and metabolism. These findings highlight the crucial roles of these two nanomaterials in plant stress protection and offer a sustainable strategy for the maintenance and management of slope vegetation.

## 1. Introduction

The rapid expansion of infrastructure, including highways, railways, and water conservancy projects, has severely impacted local ecosystems in China. Large-scale engineering construction often leads to the formation of extensive exposed soil and rock slopes [1,2], resulting in soil degradation and increased risks of geological disasters such as debris flows, landslides, and collapses [3,4]. Various vegetation-based approaches for long-term erosion control have been employed to address these challenges, including external soil spray seeding, sprayed vegetation concrete, and vegetative blankets. These methods have played a crucial role in ecological restoration, soil consolidation, and water conservation [5,6]. However, their application in arid and semi-arid regions remains highly challenging. Limited precipitation, coupled with the shallow thickness of these artificially constructed soil layers, severely restricts water cycling. Over time, vegetation in these areas often experiences growth retardation, degradation, or even mortality due to drought-induced ecological imbalance. This phenomenon is particularly evident on steep slopes with an inclination angle greater than 45°, where vegetation degradation typically occurs within a year [7]. More critically, drought event duration, frequency, and spatial extent have recently increased [8]. This trend poses significant challenges to the restoration and sustainability of slope ecosystems in drought-affected, engineering-disturbed areas.

In arid environments, permanent irrigation systems and chemical agents are commonly used to mitigate drought stress. However, these measures fail to promote the self-repair capacity of ecosystems fundamentally. Long-term reliance on permanent irrigation systems imposes additional economic burdens, while chemical agents can pollute soil and water bodies, posing threats to environmental health [9,10]. Therefore, exploring a green and sustainable strategy to enhance the drought tolerance of slope vegetation has become an urgent research priority. Against this backdrop, the rapid advancement of nanotechnology offers new insights into improving the stress tolerance of slope vegetation. Various nanomaterials have recently been employed to enhance plant growth, productivity, and stress resilience [11]. Particularly, silicon nanoparticles (Si NPs) and cellulose nanocrystals (CNCs), owing to their biocompatibility, environmental friendliness, and unique advantages in endogenous physiological regulation (Si NPs) and exogenous water retention optimization (CNCs), provide an ideal research model for enhancing drought tolerance in slope plants [12,13]. Specifically, Si NPs directly improve metabolic homeostasis under drought conditions by activating key photosynthetic enzymes and promoting the accumulation of osmolytes such as soluble sugars, soluble proteins, and proline [14,15]. Furthermore, Si NPs significantly enhance plant drought tolerance by activating antioxidant defense systems (e.g., superoxide dismutase and peroxidase activity), reducing membrane lipid peroxidation damage, and synergistically regulating stomatal movement and cell wall stability, thereby forming a multi-dimensional synergistic physiological defense mechanism, as evidenced in wheat (*Triticum aestivum* L.) and rice (*Oryza sativa* L.) [16,17]. In contrast, CNCs, as emerging bio-based nanomaterials that can be synthesized or extracted from biological sources [18], have emerged as another potential solution for enhancing the drought tolerance in slope-protecting plants due to their unique swelling capacity and water retention properties [19]. Although few studies have investigated this role, a recent study reported that CNCs significantly improved leaf water retention by 200–300%, primarily due to increased leaf surface viscosity and enhanced wettability [20].

Tall fescue *(Festuca arundinacea* Schreb.), a cool-season grass species belonging to the Poaceae family, is widely used for slope ecological restoration in China. However, under drought conditions, it is prone to leaf yellowing, wilting, photosynthetic impairment, and reduced root activity, which can compromise ecological restoration outcomes. While both Si NPs and CNCs hold promise for enhancing plant drought tolerance, their applications in slope vegetation remain insufficiently explored, with the underlying mechanisms of CNCs being particularly unclear. Therefore, we will compare the effects of applying two exogenous nanomaterials and evaluate their impacts on the growth, photosynthesis, antioxidant enzyme activity, and nutrient uptake of tall fescue. Furthermore, RNA-Seq analysis will elucidate the molecular mechanisms by which these nanomaterials regulate plant drought tolerance. The findings of this study will provide new theoretical insights and technical support for the sustainable management of slope vegetation and promote the application of nanomaterials in the field of plant drought tolerance.

## 2. Results

### 2.1. Characteristics of Nanomaterials

Transmission electron microscopy (TEM) analysis revealed that the silicon nanoparticles (Si NPs) exhibited a monodisperse solid spherical morphology with an average diameter of 20.09 ± 2.79 nm and a surface zeta potential of −28.27 ± 1.58 mV (Figure 1A and Figure S1A,C). In contrast, the cellulose nanocrystals (CNCs) displayed well-defined rod-like structures with an average length of 87.98 ± 7.17 nm and exhibited a stronger surface negative charge (zeta potential: −37.77 ± 1.31 mV) (Figure 1B and Figure S1B,D). Fourier-transform infrared (FTIR) spectroscopy (Figure 1C) further confirmed their distinct chemical characteristics: For Si NPs, the characteristic peaks at 3370 cm^−1^ and 1628 cm^−1^ corresponded to the O-H stretching vibration and bending vibration of physically adsorbed water on the surface, respectively. The strong absorption peak at 1060 cm^−1^ was attributed to the asymmetric stretching vibration of Si-O-Si bonds, while the weak peak at 963 cm^−1^ originated from the bending vibration of Si-OH. The symmetric stretching vibrations of Si-O at 798 cm^−1^ and 449 cm^−1^ collectively confirmed their amorphous siloxane structure. In comparison, the FTIR spectrum of CNCs showed a broad O-H stretching vibration peak at 3312 cm^−1^, which not only reflected adsorbed water but primarily indicated the strong hydrogen-bonding network formed by intermolecular and surface hydroxyl groups of cellulose. This high-density hydroxyl network immobilizes water molecules and forms a stable hydrated structure, thereby significantly enhancing water retention capacity. Additional characteristic peaks at 2898 cm^−1^ (C-H stretching vibration), 1024 cm^−1^ (C-O-C skeletal vibration of glycosidic rings), and 1590/1417 cm^−1^ (C-H in-plane bending and -CH_2_-deformation vibrations) further confirmed the polysaccharide structural features of cellulose.

X-ray diffraction (XRD) analysis demonstrated that the Si NPs exhibited a broad diffuse peak within 2θ = 15°–28° without detectable crystalline diffraction peaks of quartz or cristobalite (Figure 1D), confirming their typical amorphous structure. This broad peak correlated with the strong absorption at 1060 cm^−1^ in FTIR, jointly supporting the short-range ordered Si-O-Si network. The amorphous structure of Si NPs contributes to their relatively high specific surface area, which in turn facilitates the adsorption of water molecules. In contrast, the CNCs displayed characteristic diffraction peaks at 2θ = 16.449°, 20.606°, 22.572°, and 34.593° (Figure 1E), corresponding to the ($\bar{1}$11), (002), (021), and ($\bar{2}$31) crystal planes of cellulose I, respectively. These peaks indicate the preservation of the highly ordered crystalline architecture of natural cellulose I, consistent with the crystallographic features of cotton fibers.

### 2.2. Effects on Plant Growth

Phenotypic changes in plants treated with Si NPs and CNCs under both normal and drought conditions demonstrated the positive role of these nanomaterials in enhancing tall fescue growth and alleviating drought stress. Under normal conditions, plants treated with both nanomaterials exhibited greater growth vigor (Figure 2A). Specifically, Si NP treatment significantly promoted root growth and biomass accumulation in plants, with increases of 17.89% and 30.65% compared to control (CK) plants (*p* < 0.05), respectively. Interestingly, CNCs significantly enhanced plant height and leaf length, achieving increases of 16.38% and 21.65% (*p* < 0.05) (Figure 2B). Under drought stress, the control plants (DS) showed restricted growth and leaf wilting, particularly with biomass significantly reduced by 55.93% compared to CK plants (Figure 2A,B). However, both Si NPs and CNCs effectively alleviated drought-induced growth inhibition. Notably, Si NPs significantly improved stem diameter, root length, and biomass, which increased by 36.38%, 19.69%, and 48.71%, respectively, compared to DS plants (*p* < 0.05). Although CNC treatment also showed a certain degree of improvement, the differences in these parameters were not statistically significant compared to DS plants (*p* > 0.05) (Figure 2B). Overall, Si NPs exhibited a more pronounced positive effect on tall fescue growth under drought conditions, particularly in enhancing biomass accumulation.

### 2.3. Effects on Photosynthesis

Figure 3 illustrates the effects of Si NPs and CNCs on photosynthetic pigment content and gas exchange parameters of tall fescue. Under normal conditions, the highest chlorophyll a and carotenoid contents were observed in Si NP plants, which increased by 62.31% and 46.33%, respectively, compared to control (CK) plants (*p* < 0.05) (Figure 3A,C). At the same time, the most pronounced improvement in stomatal conductance was also achieved (Figure 3F). In contrast, CNCs exhibited specific promoting effects on chlorophyll b content, photosynthetic rate, and transpiration rate, showing increases of 70.75%, 30.64%, and 42.16%, respectively, compared to CK plants (Figure 3B,D,E). Drought stress (DS) significantly suppressed photosynthesis and stomatal function, particularly reducing chlorophyll b content and photosynthetic rate by 49.29% and 51.25%, respectively, compared to CK plants (*p* < 0.05) (Figure 3B,D). However, both Si NPs and CNCs effectively alleviated the aforementioned negative effects. Specifically, compared to DS plants, Si NP treatment significantly increased chlorophyll a (51.65%) and chlorophyll b (53.28%) content, as well as photosynthetic rate (70.14%) and stomatal conductance (74.23%) (*p* < 0.05). Meanwhile, CNCs significantly enhanced chlorophyll b content, photosynthetic rate, transpiration rate, and stomatal conductance, increasing them by 70.75%, 39.44%, 30.14%, and 41.49%, respectively, compared to DS plants (Figure 3A–F).

### 2.4. Effects on Leaf Anatomical Structure

The transverse section of tall fescue leaves consists of the epidermis, mesophyll, and vascular bundles. The epidermis comprises a single layer of nearly circular cells, with a thinner cuticle on the upper epidermis and a thicker cuticle on the lower epidermis. The mesophyll lacks distinct palisade and spongy tissues, forming an isolateral leaf structure. Additionally, multiple fan-shaped motor cells are distributed in the depressions between vascular bundles (Figure 4). Statistical analysis of various parameters (Table 1) revealed that, under normal conditions, Si NPs increased leaf thickness, upper epidermal cuticle thickness, and lower epidermal cuticle thickness compared to control (CK) plants (*p* < 0.05). Interestingly, CNC treatment significantly increased vascular bundle area by 97.83% (*p* < 0.05). Under drought stress, motor cells lose water, leading to leaf curling and structural changes in the leaves (Figure 4D). Drought stress resulted in a decrease in leaf thickness but an increase in other parameters, such as cuticle thickness, epidermal thickness, and vascular bundle area. The application of Si NPs further enhanced leaf thickness and other structural parameters under drought stress, showing significant differences from DS plants (*p* < 0.05), particularly in lower epidermal cuticle thickness, which increased by 86.81%. However, no significant effects of CNCs on leaf structural parameters were observed (*p* > 0.05), although a general improvement trend was present (Table 1).

### 2.5. Effects on MDA, Osmotic Adjustment Substances, and Antioxidant Enzyme Activity

In this study, we investigated the effects of foliar application of Si NPs and CNCs on MDA levels, osmotic adjustment substances, and antioxidant enzyme activity in tall fescue leaves under both normal and drought conditions (Figure 5). Under normal conditions, Si NPs significantly reduced MDA content by 29.01% compared to control (CK) plants (*p* < 0.05) (Figure 5A). Among osmotic adjustment substances, only Si NPs showed a significant effect on soluble sugar content, increasing it by 23.38% compared to CK plants (*p* < 0.05) (Figure 5B–D). Additionally, Si NPs significantly enhanced CAT and POD activity. In contrast, CNCs exhibited a significant effect in increasing SOD and APX activity (*p* < 0.05) (Figure 5E–H). Under drought stress, both nanomaterials effectively reduced MDA accumulation, maintained osmotic balance, and enhanced antioxidant enzyme activity. Specifically, in the drought-stressed control (DS), the highest MDA content was observed, while it was significantly reduced by 35.69% and 26.61% following Si NP and CNC treatments, respectively (*p* < 0.05) (Figure 5A). Moreover, both nanomaterials significantly increased the contents of soluble protein, soluble sugar, and proline (*p* < 0.05) (Figure 5B–D). Regarding antioxidant enzyme activity, CNCs resulted in the highest CAT and POD activities, whereas Si NPs enhanced SOD, APX, and GR activities by 56.21%, 40.29%, and 82.12%, respectively, compared to DS plants (*p* < 0.05) (Figure 5E–I).

### 2.6. Effects on Nitrogen, Phosphorus, Potassium, and Silicon Accumulation

To investigate the effects of foliar application of the two nanomaterials on nutrient element accumulation in leaves, the contents of nitrogen (N), phosphorus (P), potassium (K), and silicon (Si) were measured (Table 2). Under normal conditions, Si NP treatment significantly increased leaf K and Si contents by 21.13% and 88.98%, respectively, compared to control (CK) plants (*p* < 0.05) (Table 2). In contrast, CNC treatment significantly enhanced P content, showing a 32.28% increase relative to CK plants (*p* < 0.05) (Table 2). Under drought conditions, untreated plants (DS) exhibited the lowest nutrient element contents, especially the N content, which decreased by 32.77% compared to CK plants (Table 2). After the application of both nanomaterials, nutrient contents improved. Notably, plants treated with Si NPs reached the highest levels of N, P, K, and Si, increasing by 33.29%, 37.67%, 30.93%, and 107.08%, respectively, compared to DS plants (*p* < 0.05). CNC treatment also significantly enhanced K content (*p* < 0.05), although the improvements in other elements were less pronounced than those observed with Si NPs (Table 2).

### 2.7. Transcriptome Analysis of Leaves Under Different Treatments

To elucidate the roles of the two nanomaterials in promoting tall fescue growth and drought tolerance, transcriptome sequencing was performed on plants treated with Si NPs and CNCs for 20 days under both normal and drought conditions. 

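Tall fescue is a cool-season turf grass whose leaves wilt and yellow when the soil dries. Nanoparticles of silicon (Si NPs) or nanocrystals of cellulose (CNCs) were given to watered and to droughted plants, and the leaves were taken for RNA after 20 days. Messenger RNA levels show which genes each particle and the drought raised or lowered in these leaves. The 6 groups held 3 libraries each, 18 in all. CK leaves were sprayed with double-distilled water at 65 to 75% of field capacity, and DS plants were grown at 35 to 45%. The groups Si NPs (300 mg/L) and CNCs (100 mg/L) were kept at the higher water content, and DS_Si NPs and DS_CNCs at the lower one. The Methods describe the addition of the surfactant Tween-20 for the particle solutions only, and they name no spray for DS. Effects of the surfactant and, under drought, of spraying were therefore not told apart from those of the particles. For RNA extraction, the Methods name the Omega plant RNA kit and the sample labels name Trizol. The authors trimmed the Illumina reads with Cutadapt, assembled them without a genome in Trinity, and kept the longest transcript of each assembled gene as its unigene. With Salmon they then estimated a read count and a TPM value for each unigene in each library, and called changes with edgeR. These estimated counts, rounded, were the starting point here. Their sum per library was 17162876 to 26102122 in CK (median 18091401), 16175624 to 21560499 in Si NPs (median 16257752), 17347129 to 19896402 in CNCs (median 18882346), 18153554 to 20908897 in DS (median 18280633), 16523554 to 23076268 in DS_Si NPs (median 17868483) and 16663054 to 22467601 in DS_CNCs (median 21502383). Clean reads per library are in the paper's Table S1. Of 109684 unigenes, 55979 had enough counts to be tested with edgeR's quasi-likelihood test on all 18 libraries, with TMM scaling. A unigene was called differentially expressed (DEG) at an adjusted p (Benjamini-Hochberg) below 0.05 and a log2 fold change above 2 in size, and the words rose and fell are kept for such calls and for list totals with an adjusted p below 0.05. Each comparison is written as reference vs treated, so that a positive change is higher in the treated group. Unigenes carry the product name of their best protein match and the authors' identifier without its prefix, as in DN28213_c0_g1. Gene lists were drawn up from product names before the data were examined, and each was also tested as the sum of its members' counts.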

After data filtering, each sample yielded at least 5.02G clean reads, with an average Q30 base quality exceeding 93.39% and GC content ranging from 53.17% to 55.07%, indicating high transcriptome data quality and consistency (Table S1). 

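Leaves that received no particle, watered or droughted, lay toward 1 end of the widest spread in what leaves expressed. Along this axis, CK and DS leaves lay at 79 to 139 units. Toward the other end lay DS_CNCs leaves at −118 to −72, Si NPs leaves at −106 to −17.6 and DS_Si NPs leaves, spread from −144.9 to 7.04, while CNCs leaves lay in between at 0.01 to 52.57. The second axis parted CK from DS leaves, with CK at 81.57 to 122.45. Gene by gene, each library was set against the best-fitting weighted mean of the other libraries of its group. The median distance of a unigene from that mean was 0.066 on the log2 scale in CK 3 and 0.119 to 0.355 in the other 17 libraries. At 108 unigenes that differed more than 8-fold between CK 1 and CK 2, the value of CK 3 fell between the other two in 100.0% of cases. The number of called unigenes in each comparison with CK is therefore also given without CK 3.

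**Figure D1:**
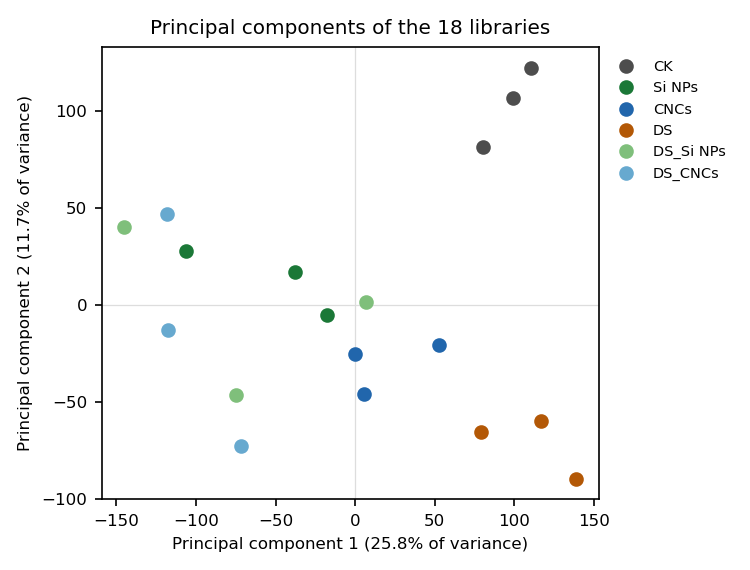
First and second principal components of log2 expression, in units of the component scores, with 1 point per library coloured by group. The first component holds 25.8% and the second 11.7% of the variance, and CK lies highest on the second.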

Due to the lack of a reference genome for tall fescue, de novo assembly was used to obtain unigenes.

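Tall fescue is an outcrossing polyploid grass, so an assembly without a genome splits related gene copies into separate unigenes and joins others. A protein description was found for 42440 of the 109684 unigenes, while 67244 had none. Gene Ontology terms were attached to 29470 unigenes and KEGG pathways to 12280. Among the 55979 tested unigenes, 26287 (47%) carried no description. Undescribed transcripts made up a larger share of what rose with Si NPs and, under drought, with CNCs: 58.4% of the unigenes higher in Si NPs than in CK, 63.2% of those higher in DS_Si NPs than in DS and 65.3% of those higher in DS_CNCs. Their share was smaller among the unigenes higher in CNCs than in CK, at 41.7%. Of the unigenes that rose with drought itself, 22.7% had no description. By reads the undescribed unigenes stayed small, at 8.29% of the counts in CK, 6.70% in Si NPs, 8.08% in CNCs, 7.37% in DS, 8.06% in DS_Si NPs and 9.13% in DS_CNCs. Lists and pathways below therefore describe the named part of each response.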

Under normal conditions, 1428 shared differentially expressed genes (DEGs) were identified in response to Si NP and CNC treatments (Figure 6D). Among them, 943 genes were upregulated in Si NPs, while 941 genes were upregulated in CNCs. 

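In well-watered leaves, most genes called with either particle rose in edgeR's quasi-likelihood test on all libraries, a balance that turned for Si NPs with limma-trend on TPM (582 rose and 768 fell) and for CNCs without CK 2 (8 rose and 26 fell). Some chaperones, which keep other proteins folded, rose, and a lipid-transfer protein, of a family that carries wax and cutin lipids to the leaf surface, fell. Of 194 heat shock proteins and chaperones, 6 rose and 1 fell (8 and 3 adjusted over the list alone) with Si NPs and 11 rose and 1 fell (27 and 4 adjusted over the list alone) with CNCs. Leaves sprayed with CNCs also lowered light-harvesting proteins of the chloroplast. Si NPs changed 574 unigenes against CK (474 rose and 100 fell, so 82.6% rose), and CNCs changed 211 (163 rose and 48 fell, 77.3%). Both particles changed 115 of them in common, 104 upward and 11 downward. A cytosolic chaperone of the HSP90 class (DN28213_c0_g1), which matures signalling proteins, went from 6.00 ± 1.17 TPM in CK to 156 ± 34.3 in Si NPs and 363 ± 132 in CNCs (SD, n = 3), with log2 fold changes of 4.97 (standard error 0.51, adjusted p = 0.00256) and 5.84 (standard error 0.52, adjusted p = 0.000369). Heat shock protein 70 (DN10941_c0_g1), which binds unfolded chains, rose by 2.40 (standard error 0.35, adjusted p = 0.0125) with Si NPs and 2.50 (standard error 0.35, adjusted p = 0.0124) with CNCs. The lipid-transfer protein 2A (DN14527_c0_g1) fell from 752 ± 318 TPM to 56.9 ± 11.2 and 80.9 ± 34.5 (SD, n = 3; adjusted p = 0.0202 and 0.0222). Calcium-binding CML15 (DN45247_c0_g1), a calmodulin-like sensor, rose with Si NPs by 4.76 (standard error 0.83, adjusted p = 0.0225), and a wall-associated kinase (DN24751_c0_g1), which senses the cell wall, rose with CNCs by 4.29 (standard error 0.61, adjusted p = 0.0124). Tests were edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These counts rest on every library: 3 unigenes passed for Si NPs and 4 for CNCs without CK 3, 9 and 34 without CK 2, 31 and 6 without CK 1, 188 without Si NPs 1, 17 without Si NPs 2, 50 without Si NPs 3, 7 without CNCs 1, 50 without CNCs 2 and 9 without CNCs 3. HSP70 with Si NPs no longer passed without CK 1, CK 2, CK 3 or Si NPs 2 (adjusted p up to 0.114), HSP70 with CNCs without CK 1, CK 3, CNCs 1 or CNCs 3 (adjusted p up to 0.101), the lipid-transfer protein with Si NPs without CK 1, CK 2, CK 3, Si NPs 2 or Si NPs 3 (adjusted p up to 0.100), the lipid-transfer protein with CNCs without CK 1, CK 3, CNCs 1, CNCs 2 or CNCs 3 (adjusted p up to 0.100), CML15 without CK 2, CK 3, Si NPs 1 or Si NPs 2 (adjusted p up to 0.161) and the kinase without CK 1, CK 2, CK 3 or CNCs 1 (adjusted p up to 0.0978).

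**Figure D2:**
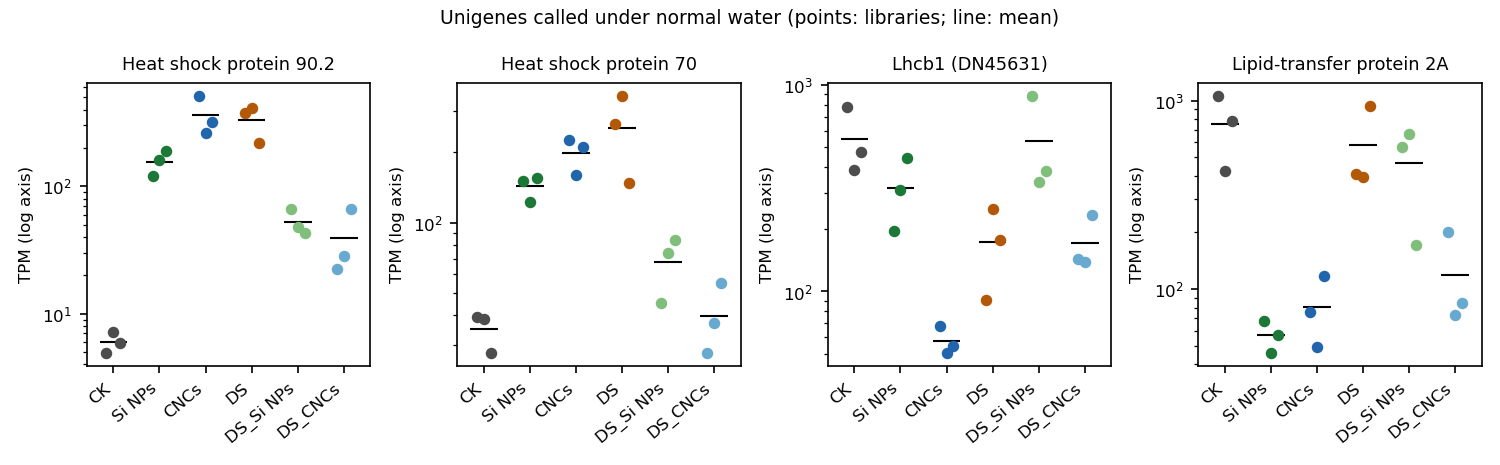
TPM of 4 unigenes on a log axis, with 3 points per group, 1 per library, and a line at the mean. The antenna protein Lhcb1 (DN45631_c0_g1) was at 548 ± 206 TPM in CK and 57.4 ± 9.20 in CNCs (SD, n = 3), and the HSP90 unigene was lowest in CK.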

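In well-watered leaves the particles moved genes alike, and few genes told Si NPs leaves from CNCs leaves directly in edgeR's quasi-likelihood test on all libraries. Those few included a ferric reductase and a glycosyltransferase. The 115 unigenes that passed for both particles all moved the same way with both particles, and 90.4% of them rose. The CK libraries stand in both comparisons, which by itself favours the same direction. Another 459 passed for Si NPs alone and 96 for CNCs alone, 59 of the latter upward (61.5%). Log2 fold changes correlated at 0.783 across all tested unigenes, where simulated libraries without any treatment effect gave 0.495 on average because both comparisons use the CK libraries, and genes are not independent replicates. A direct test of Si NPs vs CNCs called 23 unigenes, 11 higher and 12 lower in CNCs, where DESeq2 called 472, edgeR's exact test 998, the quasi-likelihood test with only these libraries in the fit 222 and limma on TPM 70. Among them, the UDP-glycosyltransferase 85A5 (DN103494_c0_g2), which attaches glucose to small molecules, was at 5.10 ± 2.24 TPM in Si NPs and 86.5 ± 33.0 in CNCs (SD, n = 3; log2 fold change 3.74, standard error 0.65, adjusted p = 0.0362). The ferric reductase oxidase (DN24562_c1_g1), which reduces iron for uptake, was lower in CNCs, -2.62 (standard error 0.42, adjusted p = 0.0271). A light-induced protein 1-like unigene (DN8291_c0_g1) was also lower in CNCs, -2.56 (standard error 0.47, adjusted p = 0.0392). The shared count was 4, 5 and 2 without CK 1, CK 2 and CK 3, 46, 11 and 23 without Si NPs 1, 2 and 3, and 6, 33 and 7 without CNCs 1, 2 and 3, and the direct test called 0 to 3 with any 1 library left out: 0 without CK 3, CNCs 2 or Si NPs 2, 1 without CNCs 1, CNCs 3 or Si NPs 3, and 3 without Si NPs 1. The glycosyltransferase no longer passed without any 1 of 7 libraries (adjusted p up to 0.243), the ferric reductase without CK 3, CNCs 1, CNCs 2, CNCs 3, Si NPs 2 or Si NPs 3 (adjusted p up to 0.198) and the light-induced protein without any 1 of 7 libraries (adjusted p up to 0.281).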

Notably, 65.9% of the shared DEGs exhibited the same expression patterns after applying both nanomaterials. GO enrichment analysis revealed that these DEGs were primarily associated with gibberellin metabolism, defense response to fungus, and chitin response (Figure 6B). 

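Gibberellins are growth hormones, and chitin is a wall polymer of fungi. In these leaves gibberellin enzymes moved in single members and the term for fungal defence did not pass. Of the 115 shared unigenes under normal water, 40 carried a Gene Ontology term. Defense response to fungus held 2 of these 40 (one-sided Fisher's exact test, p = 0.0379 before adjustment), and the terms for gibberellin metabolism and chitin held 0. None of the terms passed the Benjamini-Hochberg adjustment over all terms against the 22350 tested unigenes with a term, and the term with the lowest p was response to bacterium, with 3 of 40 (adjusted p = 0.646). In the list of diterpenoid and gibberellin enzymes (25 tested), 1 rose, 0 fell and 24 did not pass (2 rose and 0 fell when adjusted over the list alone) with Si NPs, and 0 rose, 0 fell and 25 did not pass (4 rose and 0 fell when adjusted over the list alone) with CNCs. The list total rose with Si NPs by 0.83 (standard error 0.21, adjusted p = 0.0412). Gibberellin 20-oxidase (DN7337_c0_g1), which makes the precursors of active gibberellin, rose from 1.23 ± 0.610 TPM in CK to 9.61 ± 3.56 in Si NPs (SD, n = 3; log2 fold change 3.22, standard error 0.55, adjusted p = 0.0211, edgeR). The 20-oxidase no longer passed without CK 2, CK 3, Si NPs 2 or Si NPs 3 (adjusted p up to 0.148). Tested as a set of members with an estimated correlation (limma's camera), the list had adjusted p = 0.620 with Si NPs.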

KEGG enrichment analysis indicated that they were mainly involved in pathways such as plant-pathogen interaction, photosynthesis, and plant hormone signal transduction (Figure 6C). 

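Pathway by pathway, the genes that answered both particles in well-watered leaves were scattered, while those that answered CNCs alone centred on the chloroplast antenna and on protein folding. The antenna complexes collect light for the photosystems, and the endoplasmic reticulum folds secreted proteins. Of the 15 shared unigenes with a KEGG pathway, 4 fell in plant-pathogen interaction (one-sided Fisher's exact test, p = 0.0127, adjusted p = 0.832) and 0 in photosynthesis or plant hormone signal transduction. Against the 9157 tested unigenes with a pathway, none of the terms passed for the shared set. Among the 38 unigenes with a pathway that passed for CNCs alone, 11 were antenna proteins (adjusted p = 1.84e-13) and 8 took part in protein processing in the endoplasmic reticulum (adjusted p = 0.0169). Antenna proteins fell: in the fixed list of 53, 0 rose, 7 fell and 46 did not pass (0 rose and 16 fell when adjusted over the list alone) with CNCs, and the list total fell by 0.97 (standard error 0.22, adjusted p = 0.0129). An abundant chlorophyll a/b-binding protein (DN5372_c1_g1), a carrier of antenna pigments, went from 4137 ± 696 TPM in CK to 1184 ± 270.1 in CNCs (SD, n = 3; log2 fold change -2.01, standard error 0.35, adjusted p = 0.0243). Other lists shifted in the same leaves: from CK to CNCs the summed TPM of cell division and histone genes went from 4639 to 6729, of reference genes from 12026 to 18035 and of cuticle and wax genes from 3585 to 2051, and a different make-up of the sampled tissue was not told apart from a change within cells. Among chaperones, a heat shock cognate 70 (DN431_c1_g1) rose by 2.78 (standard error 0.40, adjusted p = 0.0133). With Si NPs, 0 rose, 0 fell and 53 did not pass (0 rose and 0 fell when adjusted over the list alone). The chlorophyll-binding protein no longer passed without CK 1, CK 3, CNCs 1, CNCs 2 or CNCs 3 (adjusted p up to 0.115) and the heat shock cognate without CK 1, CK 2, CK 3, CNCs 1 or CNCs 3 (adjusted p up to 0.102). Without 1 library, 0 (without CK 1, CK 3, CNCs 1, CNCs 2 and CNCs 3) to 6 antenna unigenes fell with CNCs. In the set test of the members with an estimated correlation, the antenna list had adjusted p = 0.210 with CNCs.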

In the photosynthesis-related pathway, genes such as chloroplast atpB gene product (*atpB*), cytochrome b-559 alpha subunit chloroplast (*Cytb559*), and photosystem II 10 kDa polypeptide (*PSBR*) were upregulated under both nanomaterial treatments. *AtpB* and *PSBR* exhibited more significant upregulation under Si NP treatment, reaching 1.61-fold and 4.89-fold levels compared to CK plants. At the same time, *Cytb559* showed greater upregulation under CNC treatment (Table S2). Additionally, in the plant hormone signal transduction pathway, the key gene *SAUR32-like* was upregulated by 45.11-fold in CNCs and 21.39-fold in Si NPs (Table S2).

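Chloroplast genes for the photosystems, the cytochrome b6f complex and the ATP synthase power carbon fixation, and the Calvin cycle uses that power. In well-watered leaves, those sprayed with CNCs held less of these transcripts than those sprayed with Si NPs. The libraries were made from RNA captured by its poly(A) tails. How fully they hold transcripts of the chloroplast's own genes, such as atpB, was not tested. The subunit list holds 50 tested unigenes: 1 rose, 1 fell and 48 did not pass (2 rose and 1 fell when adjusted over the list alone) with Si NPs, and 0 rose, 0 fell and 50 did not pass (1 rose and 2 fell when adjusted over the list alone) with CNCs. Against CK, the list totals of the Calvin cycle (30 unigenes) and of chlorophyll biosynthesis (25) did not pass, at 0.75 (standard error 0.31, adjusted p = 0.164) and 0.32 (standard error 0.13, adjusted p = 0.164) with Si NPs and -0.41 (standard error 0.30, adjusted p = 0.366) and -0.17 (standard error 0.13, adjusted p = 0.383) with CNCs. Set against each other, CNCs leaves held less than Si NPs leaves of the antenna (log2 difference of the list total -1.06, standard error 0.23, adjusted p = 0.00501), the subunits (-0.96, standard error 0.19, adjusted p = 0.00501), and the Calvin cycle (-1.15, standard error 0.31, adjusted p = 0.0229). Chlorophyll biosynthesis was lower in summed counts only (-0.49, standard error 0.13, adjusted p = 0.0229): its summed TPM averaged 1805 in CK, 1657 in Si NPs and 1642 in CNCs, so that with Si NPs against CK the direction in TPM is the opposite of that in counts. The ATP synthase beta subunit atpB (DN45747_c0_g2), which makes ATP in the chloroplast, was at 7.40 ± 1.75 TPM in CK, 9.52 ± 4.49 in Si NPs and 2.24 ± 0.710 in CNCs (SD, n = 3). It did not pass with Si NPs (1.06, standard error 0.46, adjusted p = 0.189) or with CNCs (-1.63, standard error 0.47, adjusted p = 0.100). Cytochrome b559 (DN52275_c0_g2), which protects photosystem II, was at 4.27 ± 1.61 TPM in CK, 11.0 ± 6.11 in Si NPs and 1.55 ± 0.806 in CNCs (SD, n = 3) and did not pass, 1.57 (standard error 0.60, adjusted p = 0.15) and -1.57 (standard error 0.60, adjusted p = 0.191). Photosystem II 10 kDa polypeptide PSBR (DN109843_c0_g1), an oxygen-evolution subunit, fell with Si NPs from 2.52 ± 0.191 to 0.137 ± 0.0289 TPM (SD, n = 3; log2 fold change -3.95, standard error 0.94, adjusted p = 0.0498) and did not pass with CNCs (-3.54, standard error 0.89, adjusted p = 0.0748). PSBR no longer passed without any 1 of 6 libraries (adjusted p up to 0.189). Of the differences between the particles, the subunit list alone kept its call in the set test at adjusted p = 0.010 with an estimated correlation.

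**Figure D3:**
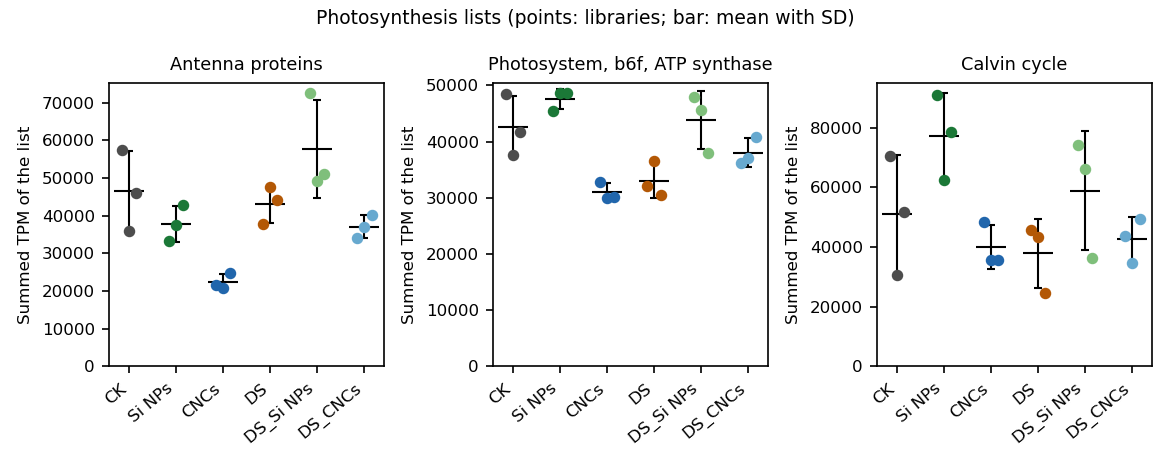
Summed TPM of the antenna list, the photosystem, cytochrome b6f and ATP synthase list, and the Calvin cycle list, with 3 points per group, 1 per library, and bars for mean and SD. The antenna sum averaged 46506 TPM in CK, 22442 in CNCs and 57713 in DS_Si NPs.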

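Auxin drives cell enlargement, and SAUR proteins are its fast targets at the plasma membrane. In well-watered leaves the auxin genes that changed with the particles were Aux/IAA repressors, which switch auxin responses off. Of 96 tested auxin-response unigenes, 1 rose, 0 fell and 95 did not pass (3 rose and 1 fell when adjusted over the list alone) with Si NPs, and 1 rose, 0 fell and 95 did not pass (2 rose and 0 fell when adjusted over the list alone) with CNCs. The 1 that rose with CNCs, IAA13 (DN7833_c0_g1), went from 6.61 ± 1.50 TPM in CK to 38.0 ± 2.84 in CNCs (SD, n = 3; log2 fold change 2.30, standard error 0.40, adjusted p = 0.0243). The 1 that rose with Si NPs, IAA1 (DN21560_c0_g1), had 0 counts in CK and was at 1.38 ± 0.564 TPM in Si NPs (SD, n = 3), at least 32.6-fold higher against a floor of 3 counts over the group (adjusted p = 0.0432). SAUR32-like (DN7007_c0_g1) was at 0.177 ± 0.0351 TPM in CK, 3.78 ± 3.03 in Si NPs and 7.97 ± 4.26 in CNCs (SD, n = 3), and did not pass with Si NPs (4.50, standard error 1.39, adjusted p = 0.0970) or with CNCs (4.99, standard error 1.41, adjusted p = 0.0967) in edgeR's quasi-likelihood test. IAA13 no longer passed without any 1 of 6 libraries (adjusted p up to 0.175) and IAA1 without any 1 of 6 libraries (adjusted p up to 0.182).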

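Under drought, more genes passed for the particles than under normal water in edgeR's quasi-likelihood test on all 18 libraries. That order turned with only the libraries of the comparison in the fit, 0 under drought and 1455 under normal water for Si NPs and 1862 and 1941 for CNCs, and for Si NPs also with edgeR's exact test, 2011 and 3008. An RNA-binding protein that drought had lowered came back, and a sugar-sensing enzyme that drought had raised went down. With CNCs a growth regulator that drought had lowered also came back and a chlorophyll-degrading enzyme that drought had raised went down. Si NPs changed 1895 unigenes against DS (1311 rose and 584 fell, 69.2% rose), and CNCs changed 3245 (1949 rose and 1296 fell, 60.1%). Both changed 1268 in common, 959 upward (75.6%) and 309 downward. Callose synthase 3 (DN89480_c0_g1), which seals cell plates and plasmodesmata, had 0 counts in DS and was at 22.2 ± 4.33 TPM in DS_Si NPs and 22.9 ± 9.47 in DS_CNCs (SD, n = 3), at least 169-fold and at least 171-fold higher against a floor of 3 counts over the group. The CCCH zinc finger protein 54-like (DN119089_c0_g1), an RNA-binding regulator, rose from 3.30 ± 1.34 TPM in DS to 24.6 ± 7.69 and 34.6 ± 4.18 (SD, n = 3), by 3.00 (standard error 0.42, adjusted p = 0.00425) and 3.29 (standard error 0.42, adjusted p = 0.00104) in log2. Hexokinase-3 (DN8837_c0_g1), which phosphorylates and senses glucose, fell with both, -2.42 (standard error 0.36, adjusted p = 0.00564) and -3.30 (standard error 0.37, adjusted p = 0.000720). DWARF 53 (DN1133_c0_g1), a repressor of strigolactone signalling, rose with CNCs by 2.62 (standard error 0.29, adjusted p = 0.000704) and did not pass with Si NPs. Log2 fold changes of the particles correlated at 0.786 across unigenes (0.501 in simulated libraries without an effect). Adjusted p-values are from edgeR's quasi-likelihood test. Without 1 library, DS 2 mattered most: 144 unigenes passed for Si NPs, 832 for CNCs and 109 for both without it, and 673, 1602 and 475 passed without DS 1. The balance of directions also rests on these libraries: without DS 1, 337 rose and 336 fell with Si NPs and 697 rose and 905 fell with CNCs, and without DS 2, 400 rose and 432 fell with CNCs. Omitting DS_Si NPs 2 gave 331 and 255 shared, omitting DS_CNCs 1 or 2 gave 1327 or 1437 and 636 or 704 shared, and omitting CK 3 gave 961, 2187 and 689.

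**Figure D4:**
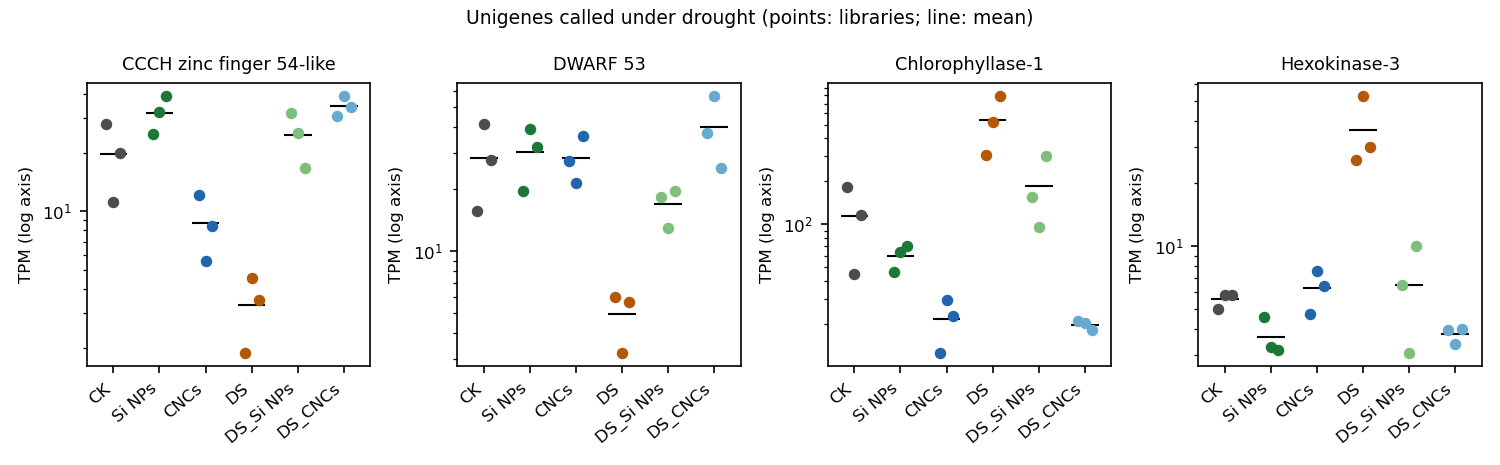
TPM of 4 unigenes on a log axis, with 3 points per group, 1 per library, and a line at the mean. DWARF 53 and the zinc finger unigene were lowest in DS, and chlorophyllase-1 (DN7546_c0_g1), which removes the phytol tail of chlorophyll, was highest there at 541 ± 246 TPM (SD, n = 3).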

Under drought stress, treatments with Si NPs and CNCs revealed 1389 shared DEGs with consistent expression patterns (Figure 7A). 

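Drought raised transcripts of chaperones, a dehydrin and a jasmonate repressor in the leaf, and in droughted leaves either particle lowered chaperones and LEA proteins again. LEA proteins and dehydrins protect membranes and enzymes in drying cells, and jasmonate and ethylene carry wound and stress signals. Heat shock proteins rose with drought: of 194 tested, 33 rose, 0 fell and 161 did not pass (55 rose and 2 fell when adjusted over the list alone), and the list total rose by 1.00 (standard error 0.18, adjusted p = 0.00200). With Si NPs under drought, 2 rose, 10 fell and 182 did not pass (3 rose and 18 fell when adjusted over the list alone), and with CNCs 2 rose, 36 fell and 156 did not pass (5 rose and 51 fell when adjusted over the list alone), and the totals changed by -0.63 (standard error 0.18, adjusted p = 0.0169) and -0.94 (standard error 0.18, adjusted p = 0.00126). In the same leaves, 2 rose and 1 fell (2 and 3 adjusted over the list alone) of 32 heat stress transcription factors with CNCs. LEA proteins and dehydrins (24 tested) fell in 3 and 6 members (5 and 8 adjusted over the list alone), with list totals of -1.60 (standard error 0.38, adjusted p = 0.00769) and -1.84 (standard error 0.39, adjusted p = 0.00126). A group 3 LEA protein (DN325_c0_g1) was at 380.1 ± 77.5 TPM in CK, 1265 ± 1103 in DS, 266 ± 15.9 in DS_Si NPs and 179.8 ± 32.3 in DS_CNCs (SD, n = 3), and its drop with CNCs was -3.22 (standard error 0.54, adjusted p = 0.00419). A dehydrin (DN5458_c0_g1) rose with drought by 3.38 (standard error 0.83, adjusted p = 0.0357). In the list of ethylene, jasmonate and salicylate genes (134 tested), 2 rose, 13 fell and 119 did not pass (3 rose and 19 fell when adjusted over the list alone) with CNCs and 1 rose and 3 fell (1 and 3 adjusted over the list alone) with Si NPs. TIFY 10b-like (DN214_c0_g2), a jasmonate repressor, rose with drought by 3.04 (standard error 0.46, adjusted p = 0.00347) and fell with CNCs, -2.35 (standard error 0.44, adjusted p = 0.00726). Without DS 2, 13 heat shock proteins and 4 hormone genes fell with CNCs, and without CK 3 or DS 2, 7 heat shock proteins rose with drought. In the set test with an estimated correlation, heat shock proteins had adjusted p = 0.137 with drought, 0.460 with Si NPs and 0.275 with CNCs, and LEA proteins and dehydrins 0.467 and 0.275. The dehydrin with drought no longer passed without CK 1, CK 2, CK 3 or DS 2 (adjusted p up to 0.166).

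**Figure D5:**
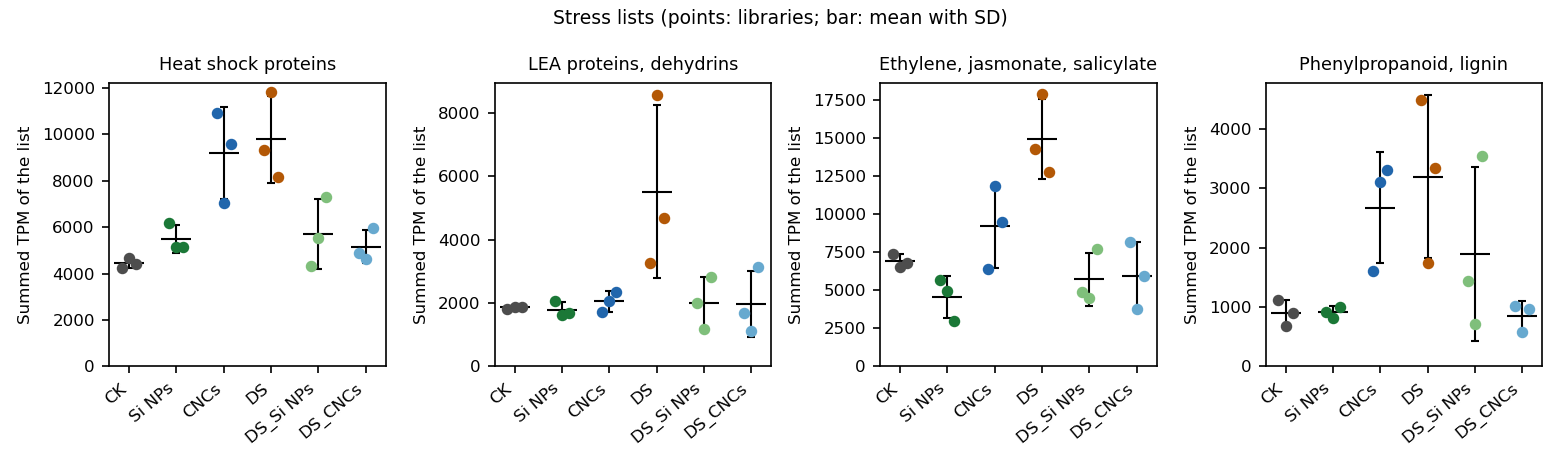
Summed TPM of the heat shock protein list, the LEA and dehydrin list, the ethylene, jasmonate and salicylate list, and the phenylpropanoid and lignin list. Each group has 3 points, 1 per library, and bars for mean and SD. The heat shock sum averaged 4451 TPM in CK, 9181 in CNCs, 9776 in DS and 5160 in DS_CNCs.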

GO enrichment analysis revealed that these DEGs were mainly involved in biological processes such as heat response, defense response regulation, and response to desiccation (Figure 7B). 

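Gibberellin 20-oxidases make growth hormone and gibberellin 2-oxidases destroy it, both within the diterpenoid pathway, whereas flavonoids are pigments that screen light and quench radicals. In droughted leaves the particles raised a 20-oxidase and lowered a 2-oxidase, and flavonoid genes changed little. Of 25 tested diterpenoid and gibberellin unigenes, 4 rose, 0 fell and 21 did not pass (7 rose and 0 fell when adjusted over the list alone) in DS against CK. With CNCs under drought, 1 rose, 4 fell and 20 did not pass (3 rose and 4 fell when adjusted over the list alone), and with Si NPs 1 rose, 1 fell and 23 did not pass (4 rose and 5 fell when adjusted over the list alone). Gibberellin 20-oxidase (DN7337_c0_g1) was at 0.367 ± 0.212 TPM in DS, 5.69 ± 1.47 in DS_Si NPs and 9.86 ± 3.57 in DS_CNCs (SD, n = 3), and rose by 4.03 (standard error 0.58, adjusted p = 0.00468) and 4.64 (standard error 0.59, adjusted p = 0.00102) on the log2 scale. A gibberellin 2-beta-dioxygenase (DN8351_c0_g1) rose with drought by 4.02 (standard error 0.63, adjusted p = 0.00450) and fell with Si NPs, -2.40 (standard error 0.58, adjusted p = 0.0293). In the flavonoid list (56 tested), 1 rose and 1 fell (1 and 2 adjusted over the list alone) with Si NPs and 1 rose and 0 fell (1 and 0 adjusted over the list alone) with CNCs. An isoflavone reductase homolog (DN11854_c0_g1) fell with Si NPs, -2.18 (standard error 0.58, adjusted p = 0.0406). Among the 168 unigenes shared under drought that have a KEGG pathway, 3 belonged to diterpenoid biosynthesis (one-sided Fisher's exact test, p = 0.0221, adjusted p = 0.966), 3 to flavonoid biosynthesis (p = 0.233) and 1 to antenna proteins (p = 0.712). The 2-beta-dioxygenase with Si NPs no longer passed without DS 1, DS 2, DS_Si NPs 1 or DS_Si NPs 2 (adjusted p up to 0.0950) and the isoflavone reductase without CK 3, DS 1, DS 2, DS 3, DS_Si NPs 2 or DS_Si NPs 3 (adjusted p up to 0.112).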

KEGG enrichment analysis showed that the DEGs were primarily involved in metabolic pathways including diterpenoid biosynthesis, flavonoid biosynthesis, and photosynthesis—antenna proteins (Figure 7C). This suggests that both nanomaterials may improve drought tolerance in tall fescue through a common mechanism. 

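Part of what drought changed in the leaf also changed with the particles. Of the 1127 unigenes that drought changed (890 rose and 237 fell in DS against CK, 79% rose), 265 also passed for Si NPs under drought, and 262 of these moved the opposite way. CNCs shared 449 with the drought response, 447 of them the opposite way. A senescence-specific cysteine protease SAG39-like (DN8170_c0_g1), which degrades leaf protein, was at 37.8 ± 11.0 TPM in CK, 1.04 ± 0.606 in DS, 13.6 ± 9.70 in DS_Si NPs and 29.3 ± 13.2 in DS_CNCs (SD, n = 3), a change of -5.04 (standard error 0.67, adjusted p = 0.00191) with drought and of 3.76 (standard error 0.64, adjusted p = 0.00880) with Si NPs and 4.69 (standard error 0.66, adjusted p = 0.00170) with CNCs. Of 12 unigenes on the list of chlorophyll breakdown and senescence, 1 rose, 1 fell and 10 did not pass (1 rose and 1 fell when adjusted over the list alone) with drought, and 1 rose and 1 fell with each particle under drought. Besides the protease, the member that moved was STAY-GREEN 1a (DN9233_c0_g1), which takes magnesium out of chlorophyll: it rose with drought by 2.47 (standard error 0.56, adjusted p = 0.0242) and fell with Si NPs, -2.49 (standard error 0.56, adjusted p = 0.0227), and with CNCs, -2.44 (standard error 0.56, adjusted p = 0.0163). Chlorophyllase-1 fell with CNCs, -4.86 (standard error 0.57, adjusted p = 0.000801). Opposite signs are expected here even without an effect, because both comparisons use the DS libraries: log2 fold changes with drought and with the particle correlated at -0.320 for Si NPs and -0.295 for CNCs, where simulated libraries without an effect gave -0.5 and -0.507. Their covariance, which is not divided by the spread of the changes, was -1.166 and -1.147, against -0.633 and -0.638 simulated. By correlation the opposition was weaker than simulated and by covariance stronger, so these measures do not settle how far it exceeds the effect of shared libraries. In well-watered leaves 107 of 111 unigenes changed by drought and by Si NPs, and 77 of 79 changed by drought and by CNCs, moved the same way. These comparisons share the CK libraries, and their correlations were 0.487 and 0.608, against 0.489 and 0.497 in the simulations. The covariances were 1.804 and 1.989, against 0.619 and 0.62 simulated. From the functions of the shared genes, the paper proposes a common route by which both particles improve drought tolerance. The drought count was 447, 245 and 150 without CK 1, CK 2 and CK 3 and 359 without DS 2 (edgeR's quasi-likelihood test). STAY-GREEN with drought no longer passed without CK 1, CK 2, CK 3, DS 1 or DS 2 (adjusted p up to 0.132), STAY-GREEN with Si NPs without DS 1, DS 2 or DS_Si NPs 2 (adjusted p up to 0.0888) and STAY-GREEN with CNCs without DS 1, DS 2 or DS_CNCs 2 (adjusted p up to 0.0615).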

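Light-harvesting chlorophyll a/b proteins gather light around photosystem II, and each is encoded by many gene copies. In droughted leaves a few copies rose with the particles while most did not pass. Of 53 antenna unigenes, 2 rose, 0 fell and 51 did not pass (3 rose and 0 fell when adjusted over the list alone) with Si NPs, and 1 rose, 1 fell and 51 did not pass (1 rose and 0 fell when adjusted over the list alone) with CNCs. CAB-M9 (DN41235_c0_g2), an LHCII type I protein, was at 44.7 ± 9.23 TPM in DS, 368 ± 210.3 in DS_Si NPs and 309 ± 111 in DS_CNCs (SD, n = 3), and rose by 3.08 (standard error 0.54, adjusted p = 0.0104) and 2.68 (standard error 0.53, adjusted p = 0.00897) on the log2 scale. Chlorophyll a-b binding protein 1 (DN126_c1_g1) also rose with Si NPs, by 2.03 (standard error 0.52, adjusted p = 0.0366), and a 1B-20 copy (DN29913_c0_g1) fell with CNCs, -3.01 (standard error 0.83, adjusted p = 0.0353). CAB1 (DN34697_c0_g1) was at 231 ± 155 TPM in CK, 3055 ± 1093 in DS, 159 ± 196 in DS_Si NPs and 181 ± 160.0 in DS_CNCs (SD, n = 3) and did not pass (-4.32, standard error 1.57, adjusted p = 0.104; -4.08, standard error 1.55, adjusted p = 0.102, edgeR). The list total did not pass either, at 0.52 (standard error 0.22, adjusted p = 0.0849) and -0.09 (standard error 0.22, adjusted p = 0.813). The response of antenna copies to CNCs differed between water regimes: in the test of the interaction 3 rose and 0 fell (11 and 0 adjusted over the list alone), among them an LHCII copy (DN2094_c1_g1) at 794 ± 553 TPM in CK, 165 ± 67.9 in CNCs, 579 ± 147 in DS and 852 ± 163 in DS_CNCs (SD, n = 3; 2.92, standard error 0.71, adjusted p = 0.0410). Protein 1 no longer passed without CK 3, DS 1, DS 2, DS 3, DS_Si NPs 1 or DS_Si NPs 2 (adjusted p up to 0.128), the 1B-20 copy without CK 3, DS 1, DS 2, DS 3, DS_CNCs 1 or DS_CNCs 2 (adjusted p up to 0.118) and the LHCII copy without CK 1, CK 3, CNCs 1, CNCs 2, CNCs 3, DS 1, DS 2, DS 3, DS_CNCs 1 or DS_CNCs 2 (adjusted p up to 0.120).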

Genes related to photosynthesis antenna proteins, such as chlorophyll a-b binding protein of LHCII type 1 (*CAB-M9*) and light-harvesting chlorophyll a/b-binding protein Lhcb1 (*CAB1*), were included in the 888 upregulated DEGs (Table S2). Additionally, key genes involved in ROS scavenging, such as *APX1*, *GST3*, *CAT*2, and *SOD1*, were upregulated following treatment with both nanomaterials. Specifically, *APX1*, *GST3*, and *SOD1* were upregulated to a greater extent in Si NP-treated plants, with increases of 1.41, 27.51, and 1.91 times, respectively, compared to DS plants. In contrast, *CAT2* showed a greater increase in CNC-treated plants, with a 22.51-fold increase compared to DS plants (Table S2).

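Drought makes chloroplasts and mitochondria release hydrogen peroxide and superoxide, and ascorbate, glutathione, superoxide dismutase and catalase remove them. In these leaves a superoxide dismutase rose with the particles while a dehydroascorbate reductase fell, and with CNCs an ascorbate peroxidase fell too. In the list of 49 such unigenes, 1 rose, 1 fell and 47 did not pass (1 rose and 3 fell when adjusted over the list alone) with Si NPs under drought, and 1 rose, 3 fell and 45 did not pass (2 rose and 4 fell when adjusted over the list alone) with CNCs. SOD1 (DN14776_c0_g1), a Cu-Zn superoxide dismutase, had 0 counts in DS and was at 1.05 ± 0.855 TPM in DS_Si NPs and 3.17 ± 1.51 in DS_CNCs (SD, n = 3), at least 57.5-fold and at least 104-fold higher against a floor of 3 counts over the group (adjusted p = 0.0486 and 0.0281). Cytosolic ascorbate peroxidase APX1 (DN9236_c0_g1), which spends ascorbate on peroxide, was at 77.2 ± 5.44 TPM in CK, 190.1 ± 16.5 in DS, 99.7 ± 15.1 in DS_Si NPs and 68.0 ± 23.8 in DS_CNCs (SD, n = 3). It fell with CNCs, -2.01 (standard error 0.37, adjusted p = 0.00635), and with Si NPs its change of -1.38 (standard error 0.36, adjusted p = 0.0394) stayed under the fold threshold. DHAR2 (DN121132_c0_g1), which regenerates ascorbate, fell from 115 counts in DS to 3 in DS_Si NPs and 3 in DS_CNCs, ratios of 0.026 (counting interval 0.00529 to 0.078) and 0.0247 (0.00501 to 0.0739) after scaling (adjusted p = 0.0416 and 0.0271). The list total fell with CNCs by 0.44 (standard error 0.16, adjusted p = 0.0310), and in the set test with an estimated correlation the list had adjusted p = 0.320. Tests were edgeR's quasi-likelihood test. SOD1 with Si NPs no longer passed without any 1 of 7 libraries (adjusted p up to 0.155), SOD1 with CNCs without DS 1, DS 2, DS 3, DS_CNCs 1 or DS_CNCs 2 (adjusted p up to 0.0959), APX1 without DS 2, DS_CNCs 1 or DS_CNCs 2 (size of the log2 fold change down to 1.81), DHAR2 with Si NPs without CK 3, DS 1, DS 2, DS 3, DS_Si NPs 2 or DS_Si NPs 3 (adjusted p up to 0.124) and DHAR2 with CNCs without DS 2, DS 3, DS_CNCs 2 or DS_CNCs 3 (adjusted p up to 0.0886).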

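Glutathione S-transferases couple glutathione to toxic products of oxidation, and class III peroxidases use peroxide in the cell wall. Members of both families rose with drought and fell with CNCs. Among 53 glutathione S-transferases, 4 rose, 0 fell and 49 did not pass (4 rose and 0 fell when adjusted over the list alone) with drought, 0 rose, 5 fell and 48 did not pass (1 rose and 5 fell when adjusted over the list alone) with Si NPs under drought, and 1 rose, 4 fell and 48 did not pass (1 rose and 6 fell when adjusted over the list alone) with CNCs under drought. The list totals changed by 1.04 (standard error 0.20, adjusted p = 0.00223) with drought, -0.86 (standard error 0.20, adjusted p = 0.00769) with Si NPs and -0.98 (standard error 0.20, adjusted p = 0.00126) with CNCs, and in the set test with an estimated correlation the list had adjusted p = 0.286, 0.460 and 0.275. GSTU6 (DN691_c0_g1), a stress-induced tau-class enzyme, was at 1.82 ± 0.323 TPM in CK, 41.5 ± 50.4 in DS, 1.26 ± 0.320 in DS_Si NPs and 0.900 ± 0.485 in DS_CNCs (SD, n = 3), and fell by 5.88 in log2 with CNCs (standard error 0.98, adjusted p = 0.00409). Another transferase annotated as glutathione S-transferase 3 (DN5720_c0_g1) rose with drought by 2.01 (standard error 0.41, adjusted p = 0.0161). GST3 of Table S2 (DN113464_c0_g1) was at 1.07 ± 1.24 TPM in DS and 21.1 ± 18.2 in DS_CNCs (SD, n = 3) and had 1 count in DS_Si NPs against 4 in DS, a ratio of 0.249 (counting interval 0.00507 to 2.52), and did not pass with Si NPs (adjusted p = 0.654) or with CNCs (4.09, standard error 1.72, adjusted p = 0.131). Catalase CAT2 (DN51610_c0_g1), which splits peroxide in peroxisomes, was at 3.42 ± 1.35 TPM in DS, 29.7 ± 46.2 in DS_Si NPs and 77.0 ± 50.0 in DS_CNCs (SD, n = 3) and did not pass with CNCs either (4.30, standard error 1.52, adjusted p = 0.0820, edgeR). Of 43 class III peroxidases, 3 rose and 0 fell (3 and 0 adjusted over the list alone) with drought, 0 rose and 0 fell (0 and 0 adjusted over the list alone) with Si NPs and 0 rose and 4 fell (0 and 4 adjusted over the list alone) with CNCs under drought. Peroxidase 42-like (DN5002_c0_g1), which takes part in wall cross-linking, fell with CNCs, -2.22 (standard error 0.50, adjusted p = 0.0150). The transferase with drought no longer passed without CK 2, CK 3 or DS 2 (adjusted p up to 0.0988) and the peroxidase without DS 3 or DS_CNCs 2 (adjusted p up to 0.0588).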

Moreover, under drought stress, the Si NP-treated plants shared 2249 DEGs with untreated plants, 860 of which were specific to Si NPs (excluding shared DEGs), while CNCs resulted in 3272 specific DEGs. 

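Under drought CNCs changed more genes than Si NPs did, yet single genes did not tell DS_Si NPs from DS_CNCs leaves. Heat-response and phenylpropanoid genes were frequent among those that passed with CNCs alone, and 7 heat-response unigenes passed with both particles. The calls for 627 unigenes were met with Si NPs alone and for 1977 with CNCs alone, of which 990 rose (50.1%). Gene Ontology response to heat took in 33 of 712 annotated CNCs-only unigenes (one-sided Fisher's exact test, adjusted p = 4.02e-12), and 33 of those fell. Among 207 annotated Si NPs-only unigenes, 12 belonged to the cell wall (adjusted p = 0.0433), but 0 terms passed for this set against all annotated unigenes or with 1 unigene per description. A direct test of DS_Si NPs vs DS_CNCs called 0 unigenes with edgeR's quasi-likelihood test, where 5163 had an unadjusted p under 0.05. Other tools called more in that test: DESeq2 450, edgeR's exact test 164 and limma on TPM 59. The difference between the sets of calls is therefore a difference in which comparison with DS passed. The direct count was 0 to 2 with any 1 library left out (2 without DS_Si NPs 3).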

KEGG enrichment analysis revealed that Si NP-specific DEGs were mainly involved in pathways such as diterpenoid biosynthesis, MAPK signaling pathway, and plant hormone signal transduction (Figure S2). 

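ERECTA is a leucine-rich repeat receptor kinase that sets stomatal spacing and thereby water loss. In droughted leaves it rose with Si NPs. ERECTA (DN1598_c0_g1) was at 4.12 ± 1.48 TPM in CK, 2.68 ± 0.822 in DS, 10.8 ± 5.87 in DS_Si NPs and 4.63 ± 2.09 in DS_CNCs (SD, n = 3), and rose with Si NPs by 2.01 (standard error 0.37, adjusted p = 0.0124) on the log2 scale, with 0.75 (standard error 0.36, adjusted p = 0.177) for CNCs and -1.25 (standard error 0.36, adjusted p = 0.349) between the particles (edgeR's quasi-likelihood test). Other genes rose beside it: laccase LAC5-4 (DN4416_c0_g1), which polymerises lignin, was at 27.9 ± 12.3 TPM in CK, 4.95 ± 0.272 in DS, 35.6 ± 16.8 in DS_Si NPs and 17.9 ± 1.41 in DS_CNCs (SD, n = 3; 2.94, standard error 0.47, adjusted p = 0.00752 with Si NPs), and the transcription factor named CRT-binding factor (DN112537_c0_g1), which switches on cold- and drought-response genes, had 0 counts in DS and was at least 50.9-fold higher in DS_Si NPs and at least 72.5-fold higher in DS_CNCs (floor of 3 counts over the group). Of 68 unigenes with a KEGG pathway that passed for Si NPs alone under drought, 5 belonged to MAPK signaling (one-sided Fisher's exact test, p = 0.141), 7 to plant hormone signal transduction (p = 0.0906) and 0 to diterpenoid biosynthesis. ERECTA no longer passed without CK 3, DS 2, DS 3, DS_Si NPs 1 or DS_Si NPs 2 (adjusted p up to 0.0721).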

The LRR receptor-like serine/threonine-protein kinase (*ERECTA*), a key gene in the MAPK signaling pathway, showed a 4.02-fold increase in expression compared to DS plants. In contrast, pathogenesis-related protein (*PRP*), involved in the plant-pathogen interaction pathway, showed a 68.06-fold increase compared to DS plants (Table S2). 

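Pathogenesis-related (PR) proteins are small secreted proteins that attack microbes, and NBS-LRR proteins recognise microbial effectors inside the cell. In droughted leaves the particles raised a PR-1 protein and some receptor genes, and CNCs lowered an abundant thionin. PRP (DN46192_c0_g1), a PR-1 type protein, had 2 counts in DS and was at 2.41 ± 1.78 TPM in DS_Si NPs and 3.86 ± 1.90 in DS_CNCs (SD, n = 3), ratios of 47.9 (counting interval 12.9 to 401) and 76.1 (20.7 to 634), with adjusted p = 0.0339 and 0.0184 from edgeR. Of 123 unigenes on the PR list, 5 rose, 3 fell and 115 did not pass (8 rose and 3 fell when adjusted over the list alone) with Si NPs and 5 rose, 7 fell and 111 did not pass (5 rose and 7 fell when adjusted over the list alone) with CNCs under drought. Not every member is an antimicrobial protein: the list takes in glucan endo-1,3-beta-glucosidases and, by the letters of their names, the methionine enzymes S-adenosylmethionine decarboxylase (DN45917_c0_g1, which rose with both) and methionine gamma-lyase (DN5737_c0_g1, which fell with CNCs). Thionin BTH7 (DN867_c0_g1), a toxic leaf peptide, was at 3801 ± 229.8 TPM in CK, 8046 ± 4052 in DS, 2551 ± 1271 in DS_Si NPs and 609 ± 290.1 in DS_CNCs (SD, n = 3) and fell with CNCs, -3.63 (standard error 0.66, adjusted p = 0.00605). The thaumatin-like protein 1b (DN13672_c0_g1) rose with Si NPs by 3.70 (standard error 0.79, adjusted p = 0.0193). The list total changed by -0.70 (standard error 0.19, adjusted p = 0.0168) and -1.35 (standard error 0.19, adjusted p = 0.000145), and in the set test with an estimated correlation the list had adjusted p = 0.582 and 0.275. Of 406 NBS-LRR unigenes, 10 rose and 5 fell (9 and 5 adjusted over the list alone) with Si NPs and 22 rose and 5 fell (22 and 5 adjusted over the list alone) with CNCs. A resistance protein RGA unigene (DN45888_c0_g1), of the family that recognises blight in potato relatives, rose with CNCs by 3.99 (standard error 1.19, adjusted p = 0.0471). PRP with Si NPs no longer passed without CK 3, DS 1, DS 2, DS 3 or DS_Si NPs 2 (adjusted p up to 0.143), PRP with CNCs without DS 2 or DS 3 (adjusted p up to 0.0891), the decarboxylase with Si NPs without CK 3, DS 1, DS 2, DS 3 or DS_Si NPs 2 (adjusted p up to 0.129), the thaumatin-like protein without DS 1, DS 2, DS 3 or DS_Si NPs 2 (adjusted p up to 0.0950) and the RGA unigene without any 1 of 7 libraries (adjusted p up to 0.15).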

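Phenylalanine ammonia-lyase, cinnamate 4-hydroxylase and cinnamyl alcohol dehydrogenase feed the phenylpropanoid route to lignin and phenolics. Drought raised these enzymes and CNCs brought them down again. Of 95 phenylpropanoid and lignin unigenes, 14 rose, 1 fell and 80 did not pass (30 rose and 1 fell when adjusted over the list alone) with drought, 2 rose, 17 fell and 76 did not pass (2 rose and 31 fell when adjusted over the list alone) with CNCs under drought and 2 rose, 2 fell and 91 did not pass (2 rose and 3 fell when adjusted over the list alone) with Si NPs. The list total rose by 0.86 (standard error 0.20, adjusted p = 0.00419) with drought and fell by 1.03 (standard error 0.21, adjusted p = 0.00126) with CNCs. Phenylalanine ammonia-lyase (DN9083_c0_g1), the entry enzyme, was at 25.2 ± 14.7 TPM in CK, 468 ± 300.3 in DS, 186 ± 155 in DS_Si NPs and 49.9 ± 23.8 in DS_CNCs (SD, n = 3), with 3.86 (standard error 0.63, adjusted p = 0.00574) for drought and -3.19 (standard error 0.61, adjusted p = 0.00763) for CNCs. Cinnamate 4-hydroxylase (DN71994_c0_g1), the next step, fell with Si NPs, -4.41 (standard error 1.21, adjusted p = 0.0447). Cinnamyl alcohol dehydrogenase (DN8559_c0_g1), the last step to monolignols, fell with CNCs, -2.11 (standard error 0.47, adjusted p = 0.0143). Among 325 unigenes with a KEGG pathway that passed for CNCs alone, phenylpropanoid biosynthesis took 30 (one-sided Fisher's exact test, adjusted p = 1.57e-05), 27 of them in the lower set of 233 (adjusted p = 5.93e-07) and 3 in the higher set of 92 (p = 0.562). Linoleic acid metabolism took 7 (adjusted p = 0.0202) and isoflavonoid biosynthesis 3 (p = 0.00972, adjusted p = 0.141, the same exact test). Without 1 library, 10 (without DS_CNCs 2) to 17 list members fell with CNCs and 3 (without CK 2 and CK 3) to 10 rose with drought, and the list had adjusted p = 0.286 with drought and 0.275 with CNCs in the set test with an estimated correlation. The hydroxylase with Si NPs no longer passed without CK 3, DS 1, DS 2, DS_Si NPs 1, DS_Si NPs 2 or DS_Si NPs 3 (adjusted p up to 0.151) and the dehydrogenase without DS 1 or DS_CNCs 2 (adjusted p up to 0.0579).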

KEGG enrichment analysis further revealed that the specific DEGs in CNC-treated plants under drought stress were mainly involved in pathways such as phenylpropanoid biosynthesis, linoleic acid metabolism, and isoflavonoid biosynthesis (Figure S3), with 3191 of these genes (84% of total specific genes) upregulated under drought stress. Notably, CNC treatment upregulated genes related to plant cell wall synthesis and metabolism, such as cinnamoyl CoA reductase (*CCR*) and beta-glucosidase 5-like (*BGLU5-like*), with expression levels increasing by 3.87-fold and 18.22-fold, respectively, compared to DS plants (Table S2).

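Expansins loosen the cell wall so that leaf cells can grow, and beta-glucosidases release hormones and phenolics from sugar conjugates. Drought lowered an expansin and the most abundant beta-glucosidase, and the particles raised the expansin. Of 115 wall-polymer unigenes, 5 rose, 1 fell and 109 did not pass (7 rose and 2 fell when adjusted over the list alone) with Si NPs under drought, and 5 rose, 5 fell and 105 did not pass (5 rose and 6 fell when adjusted over the list alone) with CNCs. An expansin (DN9351_c0_g1) was at 15.5 ± 3.07 TPM in CK, 1.71 ± 0.259 in DS, 95.0 ± 91.8 in DS_Si NPs and 51.7 ± 39.3 in DS_CNCs (SD, n = 3). It fell with drought, -3.17 (standard error 0.79, adjusted p = 0.0378), and rose by 6.05 (standard error 0.88, adjusted p = 0.00520) with Si NPs and 4.97 (standard error 0.84, adjusted p = 0.00430) with CNCs. Beta expansin B3 (DN10151_c0_g1), its relative in grasses, rose by 4.16 (standard error 0.72, adjusted p = 0.00946) and 3.23 (standard error 0.69, adjusted p = 0.0124). Of 74 beta-glucosidase unigenes, 1 rose and 3 fell (1 and 3 adjusted over the list alone) with Si NPs, 2 rose and 1 fell (6 and 1 adjusted over the list alone) with CNCs and 4 rose and 4 fell (6 and 6 adjusted over the list alone) with drought. The most abundant, beta-glucosidase 5-like (DN6784_c0_g1), was at 1569 ± 558 TPM in CK, 425 ± 51.3 in CNCs, 190.4 ± 128 in DS and 436 ± 242 in DS_CNCs (SD, n = 3), lower with drought, -2.96 (standard error 0.63, adjusted p = 0.0179). Some list members act on callose instead of conjugates, such as glucan endo-1,3-beta-glucosidase 8 (DN4909_c0_g1), which fell with both particles (-2.64, standard error 0.50, adjusted p = 0.0133; -3.32, standard error 0.51, adjusted p = 0.00283). Cinnamoyl-CoA reductase CCR (DN7634_c0_g1), which opens the lignin branch, rose with CNCs from 1.94 ± 1.06 to 7.52 ± 0.965 TPM (SD, n = 3; log2 fold change 2.00, standard error 0.52, adjusted p = 0.0287). BGLU5-like (DN16111_c0_g1) went from 3.07 ± 3.03 to 56.0 ± 51.9 TPM (SD, n = 3) and did not pass (3.57, standard error 1.13, adjusted p = 0.0583, edgeR's quasi-likelihood test). CCR no longer passed without CK 3, DS 1, DS 2, DS_CNCs 1, DS_CNCs 2 or DS_CNCs 3 (adjusted p up to 0.119), expansin B3 with Si NPs without DS 2 (adjusted p up to 0.0556), expansin B3 with CNCs without DS 2 (adjusted p up to 0.0573), the expansin DN9351_c0_g1 with drought without any 1 of 6 libraries (adjusted p up to 0.144), the beta-glucosidase with drought without CK 2, CK 3 or DS 1 (adjusted p up to 0.0776) and the glucan enzyme with Si NPs without DS 2 (adjusted p up to 0.0618).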

To further validate the reliability of the transcriptome data, we randomly selected 8 DEGs for qRT-PCR analysis. The qPCR expression profiles of all randomly selected genes were consistent with the RNA-seq data, indicating that the RNA sequencing data are highly reliable and accurate (Figure S4).

## 3. Discussion

Due to the unique growing conditions of steep slopes, water scarcity presents a significant challenge to the growth and development of tall fescue, affecting ecological restoration outcomes. In the context of climate change, exploring efficient methods to enhance the drought tolerance of slope-protecting plants is of utmost importance. This study found that drought significantly inhibited the growth of tall fescue, reducing biomass and increasing oxidative and osmotic stress. The results showed that exogenous application of Si NPs and CNCs promoted drought tolerance and increased biomass by enhancing leaf photosynthetic performance, osmotic regulation, antioxidant enzyme activity, and nutrient absorption. Notably, Si NPs were more effective in achieving these results.

Drought-induced symptoms are most apparent at the morphological level, hindering normal plant growth [21]. In this study, Si NPs significantly improved the growth parameters of tall fescue under drought conditions, including leaf length, root length, and biomass (Figure 2). Similar results have been confirmed in other studies [22,23]. Under drought, plant roots are the first to perceive insufficient soil moisture and make adaptive adjustments by absorbing water and nutrients from deeper soil layers, thus enhancing drought tolerance [24]. Studies have shown that overexpression of the *PRP* gene can promote root elongation in poplar [25]. In our study, Si NPs resulted in a 68.06-fold increase in *PRP* gene expression compared to the DS plants (Table S2), leading to a 19.69% increase in root length (Figure 2). In contrast, CNC treatment also had a certain promoting effect on growth. However, the difference compared to DS plants was insignificant (Figure 2). CNCs mainly alleviate drought stress by improving the strength and stability of the plant cell wall. The *BGLU5-like* gene is involved in the lignification and secondary metabolic processes of the cell wall [26], while the *CCR* gene, which encodes cinnamoyl-CoA reductase, is a key enzyme in lignin biosynthesis and can promote lignin synthesis [27,28]. In this study, CNC treatment led to an 18.22-fold and 3.87-fold increase in the expression of *BGLU5-like* and *CCR*, respectively, compared to DS plants (Table S2), and this effect was more pronounced than with Si NPs. This suggests that CNCs increase lignin synthesis, enhance cell wall stability, reduce water loss, and thus protect plant cells from drought-induced damage.

Drought stress suppresses plant photosynthesis by reducing the content of photosynthetic pigments, leading to decreased photosynthetic products and inhibiting plant growth and development [29]. In this study, Si NPs significantly increased the contents of chlorophyll a and b (Figure 3), which may be due to the Si-mediated increase in antioxidant enzyme activity that maintains reactive oxygen species (ROS) homeostasis, thereby reducing the loss of photosynthetic pigments [30]. Additionally, studies have shown that drought stress significantly reduced gas exchange parameters (including photosynthetic rate, stomatal conductance, and transpiration rate) in broad beans, and applying Si NPs effectively improved this phenomenon [31]. Our results were consistent with these findings (Figure 3). Although direct evidence of the CNC effect on photosynthesis is lacking, it likely shares a mechanism similar to Si NPs. In this study, photosynthesis-related genes, such as *CAB-M9* and *CAB1*, were upregulated in Si NP and CNC treatments (Table S2). These genes are involved in light energy capture and transfer, photoprotection, and thylakoid membrane structure maintenance, all crucial for photosynthesis [32,33]. Furthermore, Zou et al. [34] found that plants overexpressing the *PIP2-7* gene showed a slower rate of chlorophyll content reduction under drought stress. In our study, Si NP treatment upregulated *PIP2-7* gene expression by 13.93-fold. In contrast, CNC treatment increased it by 12.28-fold (Table S2). 

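Aquaporins of the PIP2 class let water cross the plasma membrane of leaf and root cells. Drought lowered PIP2-7 in the leaf and both particles raised it. PIP2-7 (DN2790_c1_g1) was at 8.46 ± 5.66 TPM in CK, 5.87 ± 2.65 in Si NPs, 2.56 ± 1.33 in CNCs, 0.937 ± 0.480 in DS, 13.0 ± 3.33 in DS_Si NPs and 11.5 ± 5.21 in DS_CNCs (SD, n = 3). It fell with drought, -3.65 (standard error 0.66, adjusted p = 0.00853), and rose by 3.90 (standard error 0.67, adjusted p = 0.00901) with Si NPs and 3.64 (standard error 0.66, adjusted p = 0.00573) with CNCs under drought. Its response to CNCs differed between the water regimes, with an interaction of 6.11 (standard error 0.90, adjusted p = 0.00328). Among 21 tested aquaporins it was the 1 that passed: 1 rose, 0 fell and 20 did not pass (1 rose and 0 fell when adjusted over the list alone) with Si NPs under drought, and 1 rose, 0 fell and 20 did not pass (1 rose and 1 fell when adjusted over the list alone) with CNCs. The list total did not pass, at -0.04 (standard error 0.16, adjusted p = 0.889) and -0.39 (standard error 0.16, adjusted p = 0.0674). All are from edgeR's quasi-likelihood test. PIP2-7 with Si NPs no longer passed without DS 2 (adjusted p up to 0.0504).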

Under normal conditions, we also observed that both nanomaterials upregulated the expression of important functional genes related to photosynthesis, such as *atpB*, *Cytb559*, and *PSBR* [35,36,37], which may be closely related to their growth-promoting characteristics (Table S2).

Long-term drought not only reduces leaf photosynthetic pigment levels but also alters the apparent morphology and microscopic structure of leaves. It is generally believed that thicker leaves have better water storage capacity and drought tolerance [38]. This study found that Si NP treatment significantly increased leaf thickness and related structures (Table 1). Avestan et al. [39] showed that Si NPs reduce the negative effects of salt stress by increasing leaf thickness and providing higher water content. The increase in leaf thickness induced by Si NPs is partly due to the deposition of silicon beneath the cuticle and cell wall, forming a silica-cellulose bilayer and silica-cuticle bilayer on the leaf surface [40]. On the other hand, Si NP treatment under drought conditions increased leaf water content and water potential [41]. Additionally, the increase in vascular bundle area is closely related to drought tolerance. Under drought stress, plants typically enlarge the vascular bundle area to improve water transport efficiency [42]. Our study found that Si NPs further increased the vascular bundle area (Figure 4). In contrast, we hypothesize that the mechanism of CNCs may differ from that of Si NPs. Its high mechanical strength enhances cell wall stability, preventing cell deformation due to water shortage. In contrast, its water absorption and retention properties may form a “water film” on the leaf surface, reducing water evaporation. Therefore, CNCs may mainly protect leaf structure and maintain cell integrity and function by enhancing the mechanical stability of the cell wall and changing its physical properties without causing significant changes in leaf structure. However, the exact interaction mechanism of CNCs with the leaf still requires further investigation.

Plants accumulate osmotic regulatory substances such as proline, soluble sugars, and soluble proteins to cope with drought stress. Importantly, proline not only directly enhances drought tolerance by maintaining cell turgor and osmotic balance but also functions as a reactive oxygen species (ROS) scavenger, thereby reducing oxidative damage. Furthermore, it stabilizes protein structures and forms a desiccation protective layer, which helps to alleviate cell collapse induced by drought. Additionally, the accumulation of proline may positively regulate the expression of stress-responsive genes, such as *P5CS* and *SOD*, thereby establishing a feedback loop that enhances stress tolerance [43,44]. In this study, both Si NPs and CNCs significantly increased the content of proline, soluble proteins, and soluble sugars under drought stress (Figure 5). Si NPs have been shown to improve plant osmotic regulation capacity [45,46]. Although there is a lack of relevant studies on CNCs, they may enhance drought tolerance through a similar mechanism. Drought leads to the excessive production of ROS, exacerbating lipid peroxidation and damaging membrane integrity [47]. MDA is a marker of lipid peroxidation [48], and in this study, Si NPs reduced MDA content by 35.69%, consistent with the findings of Wahi et al. [49]. CNCs also showed a similar effect (Figure 5). Plants activate antioxidant defense mechanisms to detoxify ROS and maintain cellular stability [50]. In this study, Si NPs reduced oxidative damage by increasing the activity of SOD, GR, CAT, and POD (Figure 5), which is consistent with the findings of Liu et al. [51], while CNCs also exhibited a similar effect. APX catalyzes the conversion of ascorbic acid (AsA) to dehydroascorbic acid and participates in the AsA-glutathione cycle, where dehydroascorbate reductase (DHAR) eliminates H_2_O_2_ [52]. In this study, both nanomaterials increased APX activity under drought stress and upregulated the expression of *DHAR2*, *APX1*, and *GST3* genes (Figure 5, Table S2). Additionally, we noted that the expression of *SOD1* was more upregulated in Si NP-treated plants, while *CAT2* expression was significantly higher under CNC treatment, consistent with the physiological results (Table S2). These results suggest that Si NPs and CNCs significantly enhance the plant’s tolerance to oxidative stress by upregulating the antioxidant defense system and relevant gene expression, alleviating drought stress damage, and promoting plant growth.

Drought inhibits the absorption and transport of nutrients by plant roots, severely affecting plant growth and development [53]. In this study, Si NP treatment significantly increased the nitrogen content in the leaves, showing a 33.29% increase compared to the DS plants, with improvements also observed in phosphorus and potassium content (Table 2). This result aligns with the study by Alsaeedi et al. [54], who found that Si NP application increased potassium content in both the leaves and roots of cucumber (*Cucumis sativus*). Higher potassium levels can stimulate root development [55,56], which may be another reason why Si NPs significantly increased root length. Additionally, Si NPs significantly increased the silicon concentration in the leaves (Table 2), consistent with previous studies [45,57]. 

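LSI2 is the efflux carrier that loads silicic acid into the xylem, and NRT1/PTR proteins carry nitrate and peptides. In droughted leaves the transporters that changed mostly fell with the particles, LSI2 among them with CNCs. LSI2 (DN20900_c0_g1) was at 0.993 ± 0.242 TPM in CK, 0.513 ± 0.153 in Si NPs, 0.647 ± 0.446 in CNCs, 2.05 ± 1.54 in DS and 0.323 ± 0.296 in DS_Si NPs (SD, n = 3) and had 1 count in DS_CNCs, a ratio to DS of 0.0148 (counting interval 0.000368 to 0.0853, adjusted p = 0.0144). With Si NPs it did not pass under normal water (-0.61, standard error 0.99, adjusted p = 0.747) or drought (-2.55, standard error 1.03, adjusted p = 0.134). Of 136 silicon, nitrate, phosphate, potassium and ammonium transporters, 1 rose, 3 fell and 132 did not pass (1 rose and 3 fell when adjusted over the list alone) with Si NPs, and 3 rose, 7 fell and 126 did not pass (4 rose and 7 fell when adjusted over the list alone) with CNCs under drought. The nitrate carrier NPF2.11-like (DN828_c0_g1), active in long-distance nitrate transport, was at 26.1 ± 5.63 TPM in CK, 161 ± 23.0 in DS, 38.6 ± 17.0 in DS_Si NPs and 30.0 ± 4.30 in DS_CNCs (SD, n = 3; 2.86, standard error 0.31, adjusted p = 0.000607 with drought, -2.06, standard error 0.30, adjusted p = 0.00554 with Si NPs and -2.50, standard error 0.31, adjusted p = 0.000920 with CNCs). NPF3.1-like (DN2220_c0_g1), a nitrite and gibberellin carrier, fell with both, -2.04 (standard error 0.51, adjusted p = 0.0327) and -3.26 (standard error 0.54, adjusted p = 0.00385). The list total fell with CNCs by 0.54 (standard error 0.16, adjusted p = 0.0115, edgeR), and in the set test with an estimated correlation the list had adjusted p = 0.886. LSI2 no longer passed without DS 2, DS_CNCs 1 or DS_CNCs 2 (adjusted p up to 0.0644), NPF2.11 with Si NPs without DS 2, DS_Si NPs 1 or DS_Si NPs 2 (size of the log2 fold change down to 1.89) and NPF3.1 with Si NPs without DS 2, DS_Si NPs 1 or DS_Si NPs 2 (adjusted p up to 0.165).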

Transcriptome analysis showed that Si NP treatment upregulated the expression of the *Lsi2* gene, which plays an important role in the long-distance transport of silicon [58,59]. Therefore, exogenous Si NPs not only increase silicon concentrations in the leaves but may also enhance silicon accumulation by promoting long-distance transport through upregulating *Lsi2* gene expression. In contrast, CNC treatment only significantly increased potassium content in the leaves (Table 2), with minimal effects on nitrogen, phosphorus, and silicon content. This may be because CNCs primarily promote potassium absorption by enhancing cell membrane stability and adsorption capacity, which differs from the absorption mechanisms of nitrogen, phosphorus, and other elements and is more restricted under drought stress. Therefore, future studies should further explore the specific mechanisms of nutrient element absorption and utilization mediated by CNCs under stress conditions to reveal its potential regulatory pathways.

## 4. Materials and Methods

### 4.1. Experimental Materials

Tall fescue (*Festuca arundinacea* Schreb.) seeds were purchased from Tai’an Boqi Seed Industry Co., Ltd. (Tai’an, China), with purity > 98% and moisture content < 13%.

Silicon nanoparticles (Si NPs) and cellulose nanocrystals (CNCs) were purchased from Jiangsu Xianfeng Nanomaterials Technology Co., Ltd. (Nanjing, China). According to the technical documentation provided by the supplier, Si NPs were synthesized via a sol–gel method (purity > 98%) using tetraethyl orthosilicate (TEOS) as the silicon precursor. The hydrolysis of TEOS was conducted in an ethanol solution at pH 3.5 and 25 °C for 2 h. Subsequently, the pH was adjusted to 8.0 using ammonia solution, and the temperature was elevated to 50 °C to facilitate polycondensation for 4 h, yielding silica gel. The gel was aged for 48 h, vacuum-dried at 60 °C, and calcined at 500 °C for 3 h. Finally, high-purity silica nanoparticles were obtained through ball milling and sieving. In contrast, CNCs were prepared via acid hydrolysis. Cotton linters were treated with 60–65% sulfuric acid at 45–55 °C for 30–120 min to selectively remove amorphous cellulose domains. The hydrolyzed product was purified by centrifugation and dialysis, followed by ultrasonication to disperse the material into a nanocrystalline suspension. The CNCs were ultimately collected through freeze-drying. Both nanomaterials were sputtered and gold-coated for 30 s and then examined using a JEM1200EX transmission electron microscope (TEM, JEOL, Akishima, Japan). The particle size of Si NPs and the length of CNCs were measured using ImageJ (version 1.54). The zeta potentials of the two nanomaterials were measured using a Zetasizer Nano ZS90 (Malvern Panalytical, Malvern, UK). Samples were dispersed in deionized water, ultrasonicated, and analyzed at 25 °C with three replicates. The functional groups of the materials were analyzed using a Nicolet IS10 Fourier-transform infrared spectrometer (FTIR, Nicolet, Madison, WI, USA), with a scanning range of 500–4000 cm^−1^. X-ray diffraction (XRD) analysis was performed using a Rigaku Miniflex600 diffractometer (Rigaku, Akishima Japan), scanning from 5° to 80° (2θ) at a scan rate of 2°/min.

### 4.2. Experimental Design

The experiment was conducted in a greenhouse at the College of Soil and Water Conservation Science and Engineering, Northwest A&F University, Yangling, China (34°27′ N, 108°07′ E), from July to September 2024. The temperature was maintained at 25 ± 5 °C and humidity at 70 ± 5%, with a light cycle of 16 h of light and 8 h of darkness. Uniform and plump tall fescue seeds were selected, with 50 seeds sown per pot (substrate: a mixture of peat, vermiculite, and perlite in a 1:1:1 ratio). After germination, 30 healthy seedlings per pot were kept for further cultivation. When the seedlings reached 15–20 cm, a 10-day concentration screening experiment was performed. The plants were divided into six treatments with the following experimental conditions: (i) Normal control (CK): Plants were sprayed with double-distilled water (DDW) and maintained at normal soil moisture (65–75% field capacity); (ii) Si NP treatments: Plants were sprayed with Si NP solutions at concentrations of 50, 100, 200, 300, and 500 mg/L under normal soil moisture conditions; (iii) CNC treatments: Plants were sprayed with CNC solutions at concentrations of 25, 50, 100, 200, and 300 mg/L under normal soil moisture conditions; (iv) Drought stress control (DS): Plants were grown under drought conditions (35–45% field capacity); (v) DS_Si NP treatments: Plants were sprayed with Si NP solutions at the same concentrations as treatment ii and grown under drought conditions; (vi) DS_CNC treatments: Plants were sprayed with CNC solutions at the same concentrations as treatment iii and grown under drought conditions. Each treatment was repeated three times. Before spraying, the nanomaterials were diluted with DDW and sonicated for 30 min. After adding 0.05% Tween-20, the solution was evenly sprayed on the leaves, with applications every three days. Soil moisture was replenished daily using the gravimetric method, and plastic film was used to cover the soil surface to prevent solution leakage. After 10 days, plant growth and physiological parameters were measured.

The concentration screening results (Figures S5 and S6) indicated that the growth-promoting effects of Si NPs and CNCs on tall fescue exhibited distinct concentration-dependent patterns. For the Si NP treatment group (50–500 mg/L), the peak promoting effect occurred at 300 mg/L under both normal and drought conditions. In contrast, the CNC treatment group (25–300 mg/L) showed a typical hormesis effect, where maximum enhancement of growth and physiological parameters was achieved at 100 mg/L, while higher concentrations resulted in significant inhibitory effects. Based on these concentration-response trends, this study selected 300 mg/L Si NPs and 100 mg/L CNCs as the optimal treatment concentrations. After an additional 10-day treatment (for a total of 20 days), samples were collected. Functional leaves of medium size were selected, and samples were divided into three parts: one portion was stored at −20 °C for physiological and biochemical measurements, another part was flash-frozen in liquid nitrogen and stored at −80 °C for transcriptomic analysis, and the remaining portion was dried and ground for analysis of nitrogen, phosphorus, potassium, and silicon content. Additionally, root samples were collected to measure root length.

### 4.3. Growth Parameters and Biomass Measurement

The height of the aerial parts, leaf length, and root length were measured using a millimeter ruler. Leaf width and stem diameter were measured using a caliper. Five plants were grouped for biomass measurement, and the whole plant was harvested. The leaves and roots were washed with distilled water to remove surface impurities and soil, then blanched in an oven at 105 °C for 15 min. The samples were then dried to a constant weight at 65 °C in a constant-temperature drying oven and weighed to determine biomass.

### 4.4. Chlorophyll and Gas Exchange Parameter Measurement

Medium-sized functional leaves were selected, and chlorophyll pigments were extracted with 95% ethanol (*v*/*v*) at 4 °C. Absorbance was measured at 665 nm, 649 nm, and 470 nm to calculate chlorophyll a, chlorophyll b, and carotenoid contents [60]. Leaf gas exchange parameters were measured following Zhang et al. [61] using an Li-6800 portable photosynthesis system (LI-COR, Lincoln, NE, USA). Measurements were taken on sunny days between 9:00 and 11:00 AM, recording photosynthetic rate, transpiration rate, and stomatal conductance.

### 4.5. Leaf Anatomical Structure Analysis

Leaf anatomical structure was observed using the paraffin section method. Medium-sized functional leaves were selected, and 1–1.5 mm thick leaf sections containing the midrib were cut and fixed in 50% formalin-acetic acid-alcohol (FAA) solution for 24 h [62]. The samples were embedded in paraffin after a series of ethanol gradient dehydrations. Thin sections (8 μm) were cut using a Leica RM2235 microtome (Leica, Wetzlar, Germany). The sections were stained with toluidine blue for 2–5 min, washed with distilled water, and then immersed in xylene for 10 min. The sections were scanned using a Pannoramic desk P1000 slide scanner (3DHISTECH Ltd., Budapest, Hungary). Leaf anatomical structure parameters, including leaf thickness, upper and lower epidermal thickness, upper and lower epidermis cuticle thickness, and vascular bundle area, were observed and analyzed using CaseViewer (3DHISTECH, Budapest, Hungary, version 2.3).

### 4.6. MDA, Osmotic Regulators, and Antioxidant Enzyme Activity Measurement

MDA content was measured using the thiobarbituric acid (TBA) method [63]. Soluble sugar content was determined using the anthrone colorimetric method [64]. Soluble protein content was measured using the Coomassie Brilliant Blue G-250 staining method [65]. Proline content was determined using the acidic ninhydrin [66]. Antioxidant enzyme activities were measured using commercial assay kits (Solarbio, Beijing Solarbio Science & Technology Co., Ltd., Beijing, China, Product No. BC0170, BC0090, BC0200, BC1160, BC0220). The activities of superoxide dismutase (SOD, EC1.15.1.1), peroxidase (POD, EC1.11.1.7), catalase (CAT, EC1.11.1.6), glutathione reductase (GR, EC1.8.1.7), and ascorbate peroxidase (APX, EC1.11.1.11) were measured by spectrophotometry. A total of 0.1 g of sample was collected for each measurement. Enzyme activity for each sample was determined according to the kit instructions, and each sample was tested in triplicate.

### 4.7. Determination of Nitrogen, Phosphorus, Potassium, and Silicon Content

After drying the leaf samples to a constant weight, they were ground and passed through a 0.25 mm sieve. To obtain the test solution, the plant nitrogen, phosphorus, and potassium contents were determined using the H_2_SO_4_-H_2_O_2_ digestion method. Nitrogen content was measured by the Kjeldahl method, phosphorus content by the molybdenum-antimony anti-spectrophotometric method, and potassium content by atomic absorption spectrometry [67]. Silicon content was determined using the molybdenum blue colorimetric method [57].

### 4.8. RNA Extraction, Library Construction, and Sequencing

Leaf samples from six treatments were collected, namely CK, Si NPs, CNCs, DS, DS_Si NPs, and DS_CNCs. After thorough grinding in liquid nitrogen, total RNA was extracted using the Plant RNA Kit (R6827, Omega, Guangzhou, China). The concentration and purity of the RNA were measured using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA), and RNA integrity was assessed using an Agilent 2100 BioAnalyzer (Agilent Technologies, Santa Clara, CA, USA). Qualified samples were transported on dry ice to LC-BIO Technology Co., Ltd. in Hangzhou, China, for library construction and sequencing.

For library construction, mRNA with polyA tails was specifically captured using oligo(dT) magnetic beads (Dynabeads Oligo (dT), cat. 25-61005, Thermo Fisher, Waltham, MA, USA) through two rounds of purification. The captured mRNA was fragmented at high temperatures using a magnesium RNA fragmentation module (NEBNext^®^ Magnesium RNA Fragmentation Module, cat. E6150S, Ipswich, MA, USA) for 5–7 min at 94 °C. The fragmented RNA was reverse transcribed into cDNA using Invitrogen SuperScript™ II Reverse Transcriptase (cat. 1896649, Carlsbad, CA, USA). Subsequently, double-strand synthesis was performed using *E. coli* DNA polymerase I (NEB, cat. M0209, Ipswich, MA, USA) and RNase H (NEB, cat. M0297, Ipswich, MA, USA) to convert the RNA-DNA hybrid duplex into a double-stranded DNA while incorporating dUTP Solution (Thermo Fisher, cat. R0133, Carlsbad, CA, USA) into the second strand. The ends of the double-stranded DNA were blunted, and an A base was added to each end to facilitate ligation with adaptors containing T overhangs. Magnetic bead-based size selection and purification were then conducted. The second strand was digested using the UDG enzyme (NEB, cat. M0280, Ipswich, MA, USA). PCR amplification was performed under the following conditions: initial denaturation at 95 °C for 3 min, followed by eight cycles of 98 °C for 15 s, 60 °C for 15 s, and 72 °C for 30 s, with a final extension at 72 °C for 5 min. This process generated a strand-specific library with fragment sizes of 300 bp ± 50 bp. Finally, the library was sequenced using the Illumina Novaseq™ 6000 platform (LC-BIO Technology Co., Ltd., Hangzhou, China) in a paired-end mode (PE150) according to the standard operating procedures.

### 4.9. Transcriptomic Data Analysis

Initially, reads with adapter contamination, low quality, and undetermined bases were removed using Cutadapt (version 1.9). Subsequently, FastQC (version 0.10.1) was employed to validate sequence quality, including the Q20, Q30, and GC content of the clean data. All downstream analyses were based on high-quality, clean data. The transcriptome was de novo assembled using Trinity (version 2.15). Trinity clusters transcripts based on shared sequence content. These transcript clusters were loosely termed “genes”. The longest transcript within each cluster was selected as the “gene” sequence (Unigene). All assembled Unigenes were aligned against the non-redundant (Nr) protein database, Gene Ontology (GO), SwissProt, Kyoto Encyclopedia of Genes and Genomes (KEGG), and eggNOG databases using DIAMOND (version 2.0.15) with a threshold of E < 0.00001. The expression levels of Unigenes were analyzed using Salmon (version 1.9.0) by calculating transcripts per kilobase of exon model per million mapped reads (TPM). Differentially expressed Unigenes were identified using the R package edgeR (version 3.40.2), with criteria of log_2_(fold change) > 2 or log_2_(fold change) < −2 and false discovery rate (FDR) < 0.05.

### 4.10. Quantitative Real-Time PCR Validation

Gene expression changes were measured using the quantitative real-time polymerase chain reaction (qRT-PCR) method to validate the transcriptomic results, with eight differentially expressed genes (DEGs) selected from each sample. The primer sequences for these genes are listed in Table S3. Total RNA was isolated from leaf tissues of three biological replicates using the Plant RNA Kit (R6827, Omega, Guangzhou, China). First-strand cDNA synthesis was performed using the EasyScript^®^ One-Step gDNA Removal and cDNA Synthesis SuperMix (AE311, TransGen, Beijing, China) according to the manufacturer’s instructions. qRT-PCR was conducted using the Qantstudio5 Real-Time PCR System with 2×SYBR green qPCR Mix (PC3302, Aidlab, Beijing, China) as the fluorescent dye. The qRT-PCR results were calculated using the 2^−ΔΔCt^ method [68], with the actin gene as the internal control.

### 4.11. Statistical Analysis

For data analysis, SPSS version 25.0 (SPSS, Inc., Chicago, IL, USA) statistical software was used, and one-way analysis of variance (ANOVA) was performed to analyze the significance of differences between different treatments at a probability level of 5%. Multiple comparisons of means were carried out using Tukey’s HSD post hoc test. Graphs were created using R version 4.0.4 and GraphPad Prism version 10.0 (GraphPad Software, San Diego, CA, USA).

## 5. Conclusions

Foliar application of silicon nanoparticles and cellulose nanocrystals promoted the growth and biomass accumulation of tall fescue under drought stress, with silicon nanoparticles showing better results than cellulose nanocrystals. Both nanomaterials improved drought tolerance by enhancing photosynthesis, osmotic regulation, and antioxidant enzyme activity and upregulating the expression of related functional genes, demonstrating similar mechanisms of action. Furthermore, silicon nanoparticles enhanced drought tolerance by stimulating root growth, improving nutrient absorption, and improving leaf structure. At the same time, cellulose nanocrystals relied on their water retention capacity and regulation of cell wall-related genes to maintain cellular stability and protect against drought damage. However, future studies should further explore their long-term ecological effects and mechanisms in enhancing plant tolerance, especially cellulose nanocrystals, which, to our knowledge, is the first report on using cellulose nanocrystals in foliar application to alleviate plant drought stress.

## Figures and Tables

**Figure 1:**
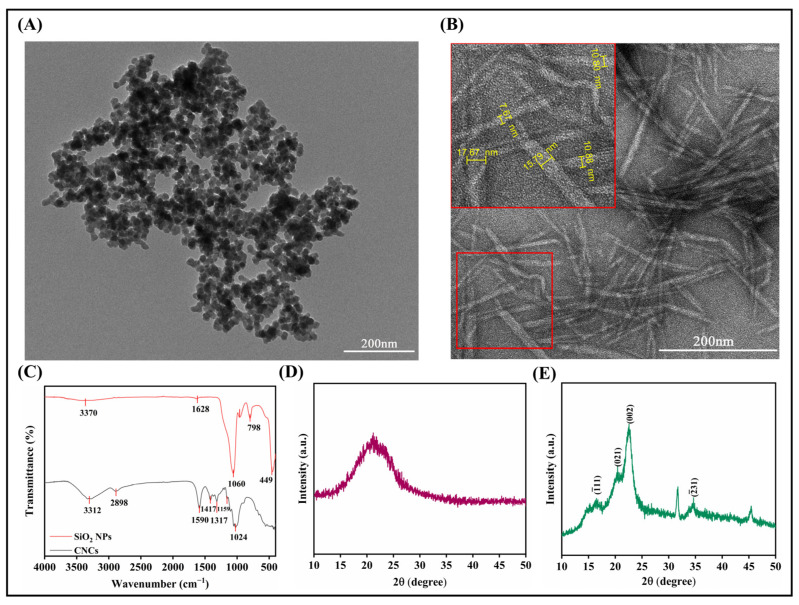
Structure and chemical characterization of two nanomaterials: (**A**) transmission electron microscope (TEM) image of Si NPs, (**B**) TEM image of CNCs, (**C**) Fourier transform infrared spectroscopy (FTIR) comparison of Si NPs and CNCs, (**D**) X-ray diffraction (XRD) pattern of Si NPs, and (**E**) XRD pattern of CNCs.

**Figure 2:**
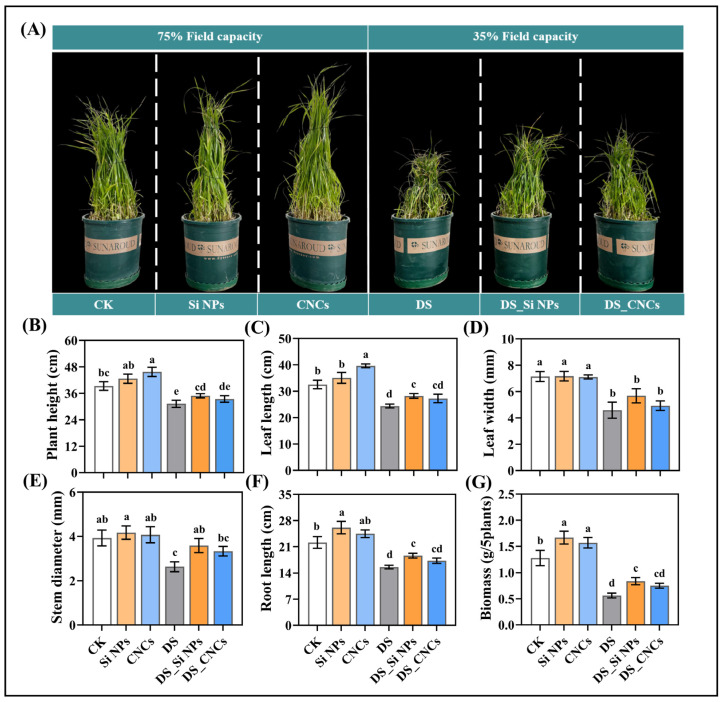
Effects of Si NP and CNC application on the growth of tall fescue under drought stress: (**A**) phenotypic comparison of different treatment groups, (**B**) plant height, (**C**) leaf length, (**D**) leaf width, (**E**) stem diameter, (**F**) root length, and (**G**) biomass. Data are presented as mean ± standard deviation from three biological experiments. Different letters above the bars indicate significant differences among treatments based on Tukey’s HSD test (one-way ANOVA, *p* < 0.05). Treatment abbreviations: CK (control, well-watered), Si NPs (well-watered + 300 mg/L silicon nanoparticles), CNCs (well-watered + 100 mg/L cellulose nanocrystals), DS (drought stress), DS_Si NPs (drought stress + 300 mg/L silicon nanoparticles), DS_CNCs (drought stress + 100 mg/L cellulose nanocrystals).

**Figure 3:**
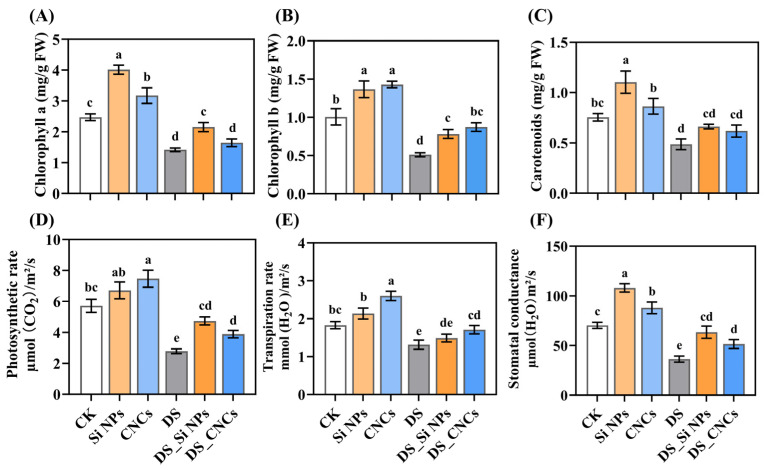
Effects of Si NPs and CNCs on photosynthetic pigment content and gas exchange parameters in tall fescue leaves under drought stress: (**A**) chlorophyll a, (**B**) chlorophyll b, (**C**) carotenoids, (**D**) photosynthetic rate, (**E**) transpiration rate, (**F**) stomatal conductance. Data are presented as means ± standard deviation from three biological experiments. Different letters above the bars indicate significant differences among treatments based on Tukey’s HSD test (one-way ANOVA, *p* < 0.05). Treatment abbreviations: CK (control, well-watered), Si NPs (well-watered + 300 mg/L silicon nanoparticles), CNCs (well-watered + 100 mg/L cellulose nanocrystals), DS (drought stress), DS_Si NPs (drought stress + 300 mg/L silicon nanoparticles), DS_CNCs (drought stress + 100 mg/L cellulose nanocrystals).

**Figure 4:**
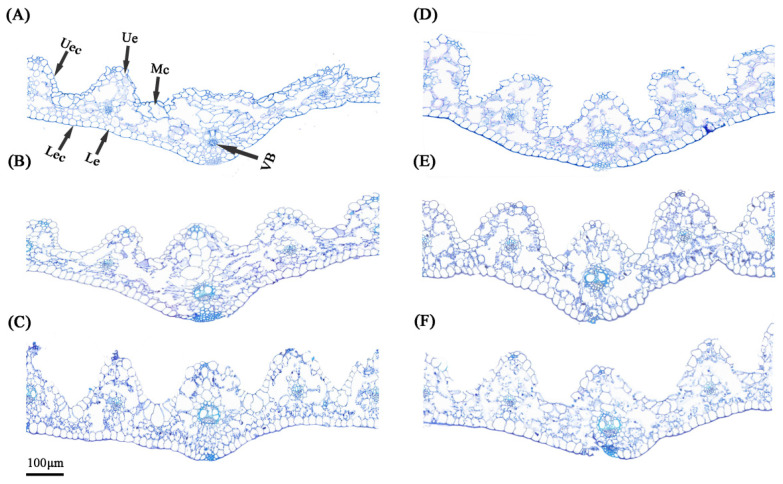
Anatomical images of tall fescue leaves treated with Si NPs and CNCs under drought stress: (**A**) CK, (**B**) Si NPs, (**C**) CNCs, (**D**) DS, (**E**) DS_Si NPs, (**F**) DS_CNCs.

**Figure 5:**
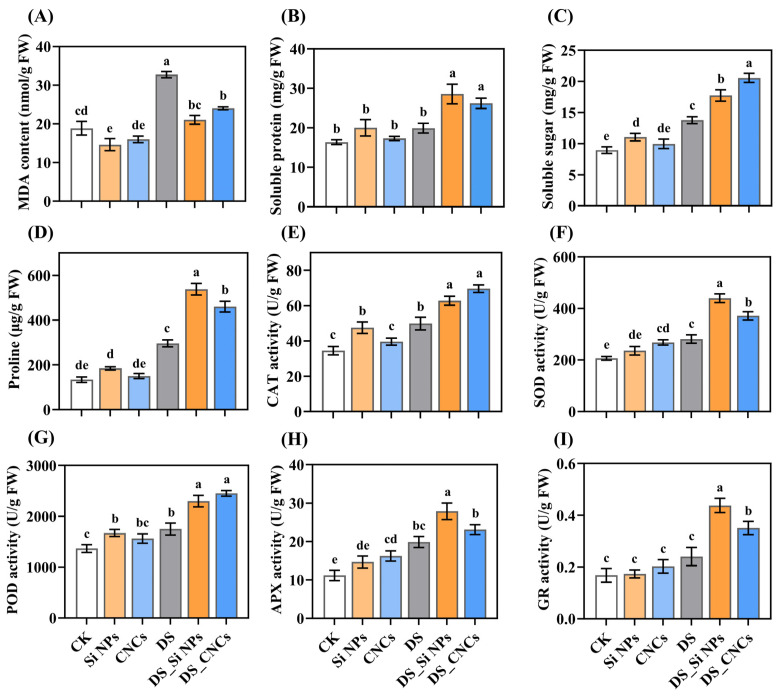
Effects of Si NPs and CNCs on malondialdehyde, osmotic regulators, and antioxidant enzyme activities in tall fescue leaves under drought stress: (**A**) malondialdehyde (MDA), (**B**) soluble protein, (**C**) soluble sugar, (**D**) proline, (**E**) catalase (CAT), (**F**) superoxide dismutase (SOD), (**G**) peroxidase (POD), (**H**) ascorbate peroxidase (APX), (**I**) glutathione reductase (GR). Data are presented as means ± standard deviation from three biological experiments. Different letters above the bars indicate significant differences among treatments based on Tukey’s HSD test (one-way ANOVA, *p* < 0.05). Treatment abbreviations: CK (control, well-watered), Si NPs (well-watered + 300 mg/L silicon nanoparticles), CNCs (well-watered + 100 mg/L cellulose nanocrystals), DS (drought stress), DS_Si NPs (drought stress + 300 mg/L silicon nanoparticles), DS_CNCs (drought stress + 100 mg/L cellulose nanocrystals).

**Figure 6:**
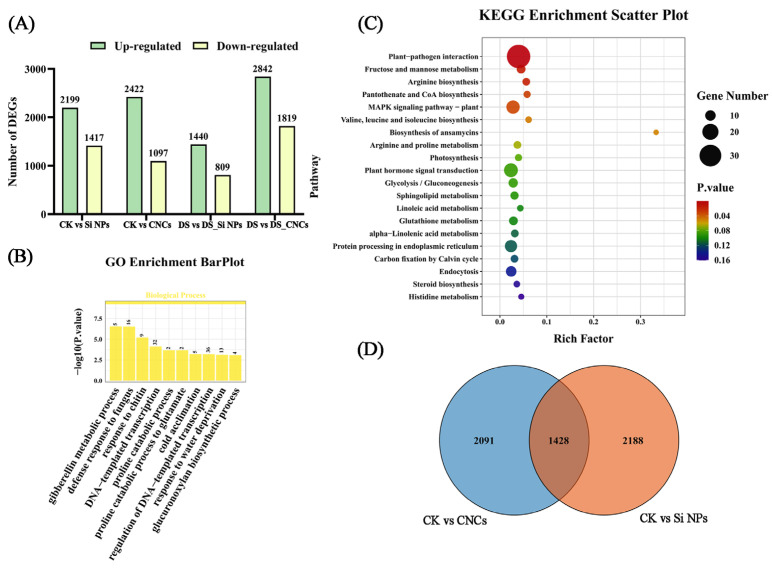
Transcriptome analysis of plants sprayed with nanomaterials and control plants under normal water conditions. (**A**) Number of DEGs, (**B**) GO enrichment analysis of 1428 DEGs shared after the application of nanomaterials, (**C**) KEGG enrichment analysis of 1428 DEGs shared after the application of nanomaterials, (**D**) Venn analysis of DEGs after the application of nanomaterials. Treatment abbreviations: CK (control, well-watered), Si NPs (well-watered + 300 mg/L silicon nanoparticles), CNCs (well-watered + 100 mg/L cellulose nanocrystals).

**Figure 7:**
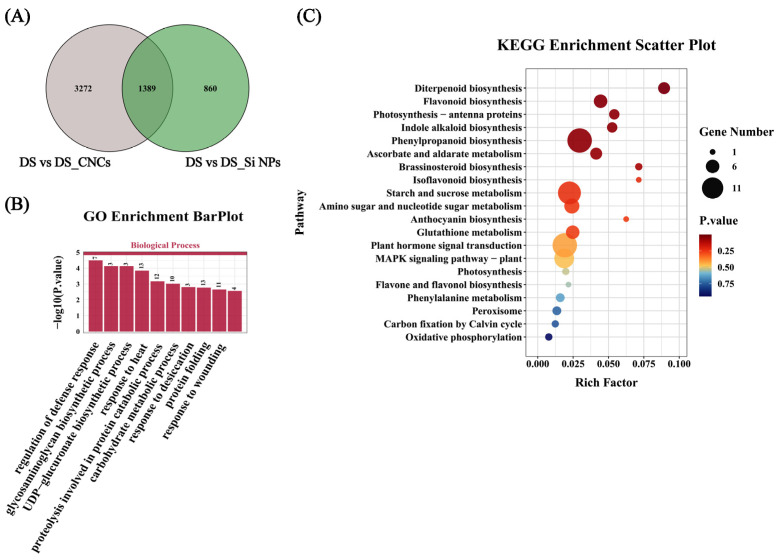
Transcriptome analysis of plants sprayed with nanomaterials and control plants under drought stress. (**A**) Venn analysis of DEGs after the application of nanomaterials under drought stress, (**B**) GO enrichment analysis of 1389 shared DEGs under drought stress after the application of nanomaterials, (**C**) KEGG enrichment analysis of 1389 shared DEGs under drought stress after the application of nanomaterials. Treatment abbreviations: DS (drought stress), DS_Si NPs (drought stress + 300 mg/L silicon nanoparticles), DS_CNCs (drought stress + 100 mg/L cellulose nanocrystals).

**Table 1:** Statistical analysis of leaf anatomical structure parameters.

Treatments	Leaf Thickness (μm)	Ue Thickness (μm)	Le Thickness (μm)	Uec Thickness (μm)	Lec Thickness (μm)	VB Area (μm^2^)
CK	335.04 ± 11.3 cd	14.28 ± 1.54 d	23.81 ± 2.39 c	1.43 ± 0.21 c	2.18 ± 0.38 c	3892.21 ± 919.86 c
Si NPs	462.65 ± 11.16 a	18.34 ± 4 bcd	37.14 ± 3.81 abc	2.68 ± 0.54 ab	4.05 ± 0.45 ab	6126.82 ± 783.16 abc
CNCs	382.37 ± 27.09 bc	15.12 ± 3.01 cd	35.98 ± 8.92 abc	1.85 ± 0.18 bc	3.22 ± 0.58 bc	7700.13 ± 1330.01 ab
DS	263.32 ± 17.61 e	24.82 ± 4.64 abc	32.23 ± 5.74 bc	2.18 ± 0.27 bc	2.73 ± 0.43 bc	4779.6 ± 692.31 c
DS_Si NPs	418.7 ± 30.39 ab	30.31 ± 2.89 a	52 ± 7.59 a	3.28 ± 0.63 a	5.1 ± 0.76 a	8200.35 ± 917.88 a
DS_CNCs	289.12 ± 23.56 de	26.81 ± 4.63 ab	42.45 ± 4.08 ab	2.34 ± 0.34 abc	4.04 ± 0.44 ab	5496.32 ± 805.68 bc

Note: Ue, upper epidermal; Le, lower epidermal; Uec, upper epidermal cuticle; Lec, lower epidermal cuticle; VB, vascular bundle. Data are presented as means ± standard deviation from three biological experiments. Different letters within the table indicate significant differences among treatments based on Tukey’s HSD test (one-way ANOVA, *p* < 0.05). Treatment abbreviations: CK (control, well-watered), Si NPs (well-watered + 300 mg/L silicon nanoparticles), CNCs (well-watered + 100 mg/L cellulose nanocrystals), DS (drought stress), DS_Si NPs (drought stress + 300 mg/L silicon nanoparticles), DS_CNCs (drought stress + 100 mg/L cellulose nanocrystals).

**Table 2:** Effects of Si NPs and CNCs on N, P, K, and Si content in tall fescue leaves under drought stress.

Treatments	N Concentration (g/kg DW)	P Concentration (g/kg DW)	K Concentration (g/kg DW)	Si Concentration (g/kg DW)
CK	20.48 ± 1.31 ab	4.81 ± 0.36 bc	5.01 ± 0.42 b	3.83 ± 0.26 bc
Si NPs	23.22 ± 1.35 a	5.45 ± 0.56 ab	6.07 ± 0.26 a	7.24 ± 0.27 a
CNCs	21.42 ± 0.73 a	6.39 ± 0.53 a	5.17 ± 0.35 b	4.67 ± 0.46 b
DS	13.77 ± 0.93 d	3.44 ± 0.13 d	3.99 ± 0.2 c	3.25 ± 0.12 c
DS_Si NPs	18.35 ± 1.05 bc	4.73 ± 0.25 bc	5.22 ± 0.16 b	6.72 ± 0.49 a
DS_CNCs	15.98 ± 0.29 cd	4.25 ± 0.39 cd	4.86 ± 0.29 b	3.53 ± 0.39 c

Note: Nitrogen (N), phosphorus (P), potassium (K), silicon (Si). Data are presented as means ± standard deviation from three biological experiments. Different letters within the table indicate significant differences among treatments based on Tukey’s HSD test (one-way ANOVA, *p* < 0.05). Treatment abbreviations: CK (control, well-watered), Si NPs (well-watered + 300 mg/L silicon nanoparticles), CNCs (well-watered + 100 mg/L cellulose nanocrystals), DS (drought stress), DS_Si NPs (drought stress + 300 mg/L silicon nanoparticles), DS_CNCs (drought stress + 100 mg/L cellulose nanocrystals).

## Data Availability

The raw data generated in this study have been deposited in the Gene Expression Omnibus (GEO: GSE296395) database at the National Center for Biotechnology Information (NCBI) and are publicly accessible via https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE296395 (accessed: 8 May 2025).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/plants14101461/s1: Figure S1: Analysis of size distribution and zeta potential; Figure S2: GO and KEGG enrichment analysis of unique genes in tall fescue plants treated and untreated with silicon nanoparticles (Si NPs) under normal and drought stress conditions; Figure S3: GO and KEGG enrichment analysis of unique genes in tall fescue plants treated and untreated with cellulose nanocrystals (CNCs) under normal and drought stress conditions; Figure S4: Validation results using qRT-PCR; Figure S5: Effect of spraying different concentrations of silicon nanoparticles (Si NPs) and cellulose nanocrystals (CNCs) on the growth height, stem diameter, leaf length, and leaf width of tall fescue under normal (A) and drought (B) conditions; Figure S6: Effect of spraying different concentrations of silicon nanoparticles (Si NPs) and cellulose nanocrystals (CNCs) on the malondialdehyde (MDA) content and the activities of catalase (CAT), superoxide dismutase (SOD), and peroxidase (POD) in tall fescue under normal (A) and drought (B) conditions; Table S1: Sequencing statistics for this study; Table S2: List of upregulated genes associated with nanomaterial addition; Table S3: Primers used in qRT-PCR.

## Abbreviations

The following abbreviations are used in this manuscript:

Si NPs	Silicon nanoparticles
CNCs	Cellulose nanocrystals
TEM	Transmission electron microscope
FTIR	Fourier-transform infrared spectrometer
MDA	Malondialdehyde
CAT	Catalase
SOD	Superoxide dismutase
POD	Peroxidase
APX	Ascorbate peroxidase
GR	Glutathione reductase
N	Nitrogen
P	Phosphorus
K	Potassium
Si	Silicon
ROS	Reactive oxygen species
DHAR	Dehydroascorbate reductase
DDW	Double distilled water
FAA	Formalin-acetic acid-alcohol
TBA	Thiobarbituric acid
qRT-PCR	Quantitative real-time polymerase chain reaction
XRD	X-ray diffraction

# Supplementary material for: Comparative Study on the Effects of Silicon Nanoparticles and Cellulose Nanocrystals on Drought Tolerance in Tall Fescue (Festuca arundinacea Schreb.)
**Source:** Plants (Basel). 2025 May 14;14(10):1461. doi: 10.3390/plants14101461
**Supplement:** Supplementary file 1

Comparative Study on the Effects of Silicon Nanoparticles and Cellulose Nanocrystals on Drought Tolerance in Tall Fescue (*Festuca arundinacea* Schreb.)

Meng Li ¹, Sile Hu ¹, Xulong Bai ¹, Jie Ren ¹, Kanliang Tian ^{1,*}, Huili Zhang ^{2,*}, Zhilong Zhang ³, Vanquy Nguyen ⁴

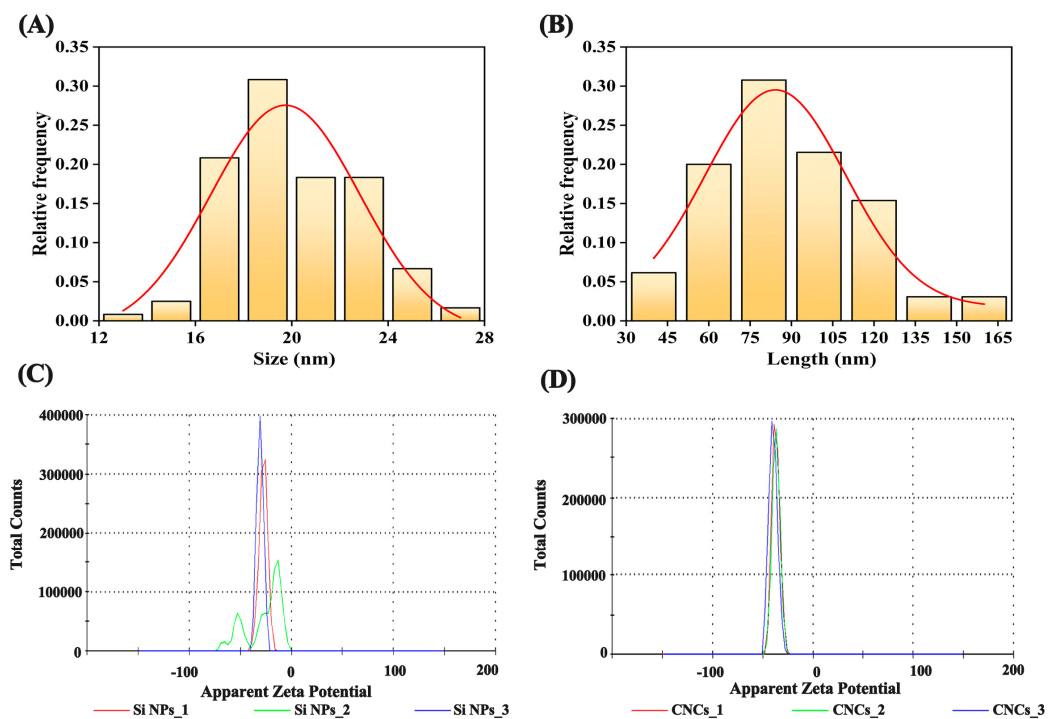

Figure S1. Analysis of size distribution and zeta potential: (A) zeta potential of silicon nanoparticles (Si NPs), (B) zeta potential of cellulose nanocrystals (CNCs), (C) particle size distribution of Si NPs, (D) length distribution of CNCs (Data are presented as mean $\pm$ standard deviation, $n=3$).

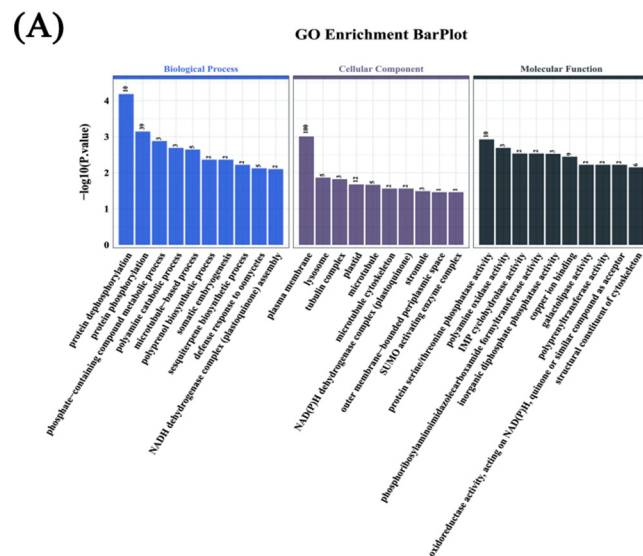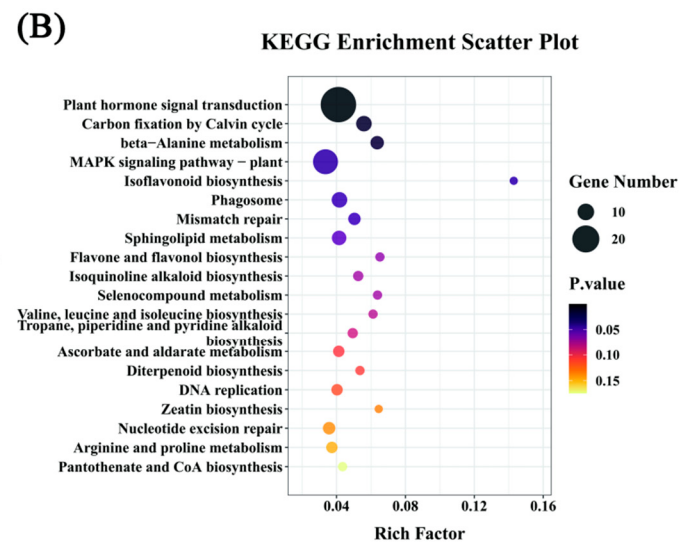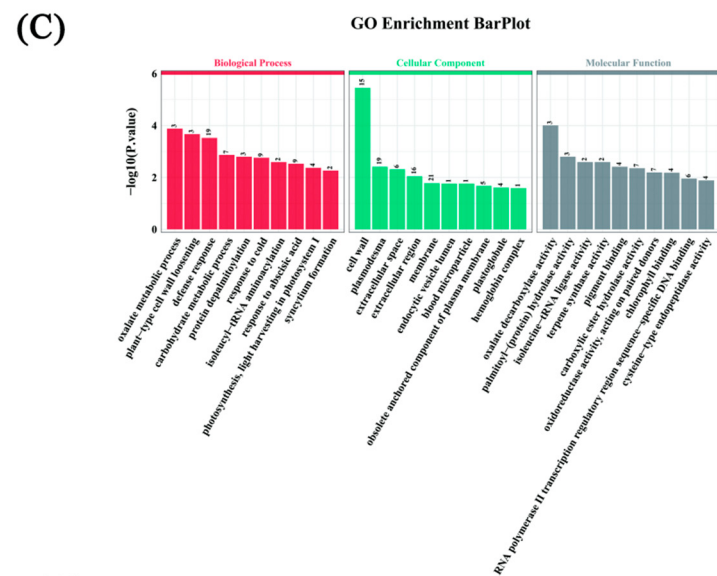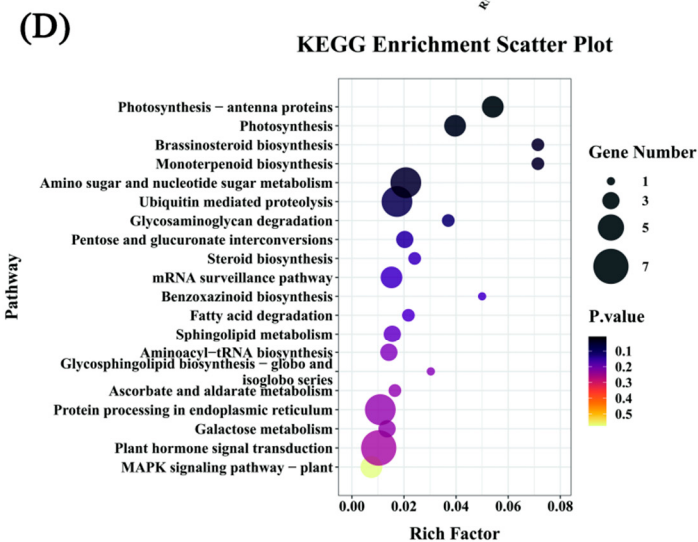

2 **Figure S2.** GO and KEGG enrichment analysis of unique genes in tall fescue plants treated and untreated with silicon nanoparticles (Si NPs) under normal and drought stress
3 conditions: (A) and (B) represent normal water conditions (CK vs Si NPs), and (C) and (D) represent drought conditions (DS vs DS_Si NPs). **Treatment abbreviations: CK**
4 **(control, well-watered), Si NPs (well-watered + 300 mg/L silicon nanoparticles), DS (drought stress), DS_Si NPs (drought stress + 300 mg/L silicon nanoparticles).**

5

(A)

GO Enrichment BarPlot

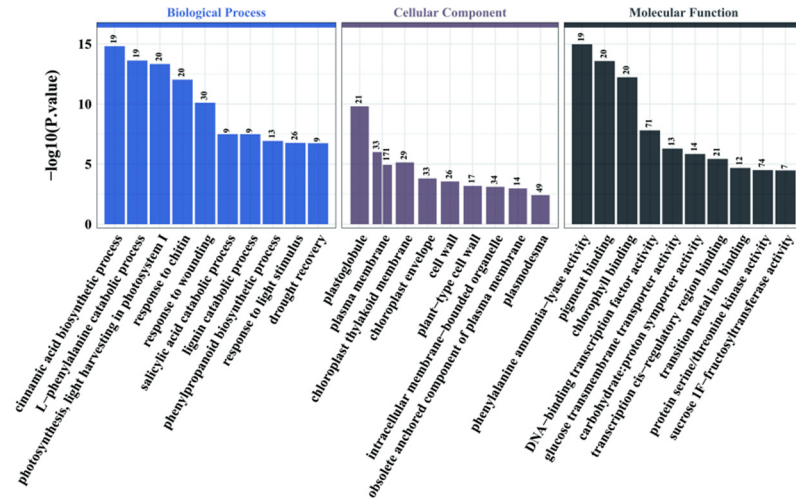

(C)

GO Enrichment BarPlot

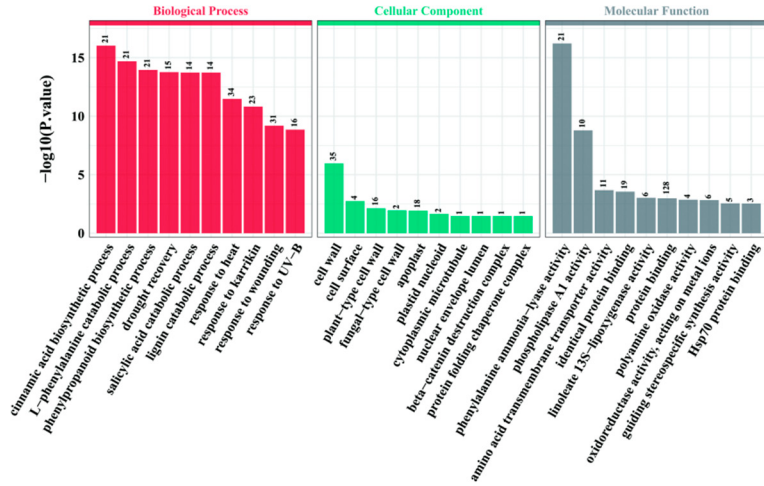

(B)

KEGG Enrichment Scatter Plot

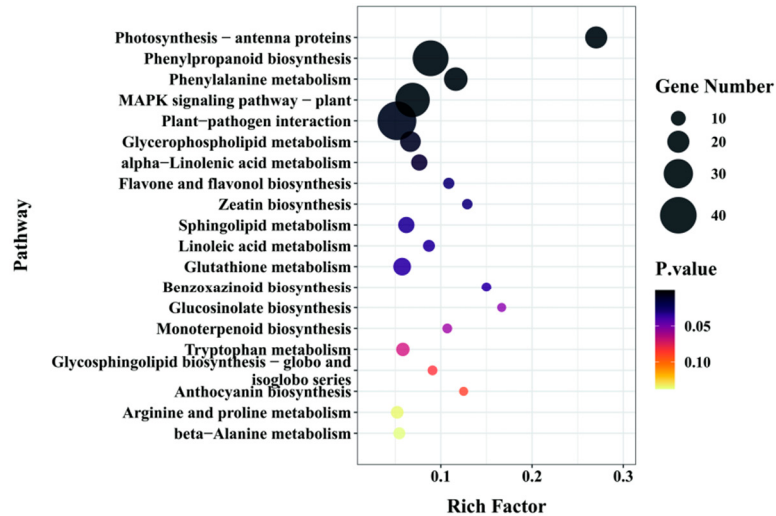

(D)

KEGG Enrichment Scatter Plot

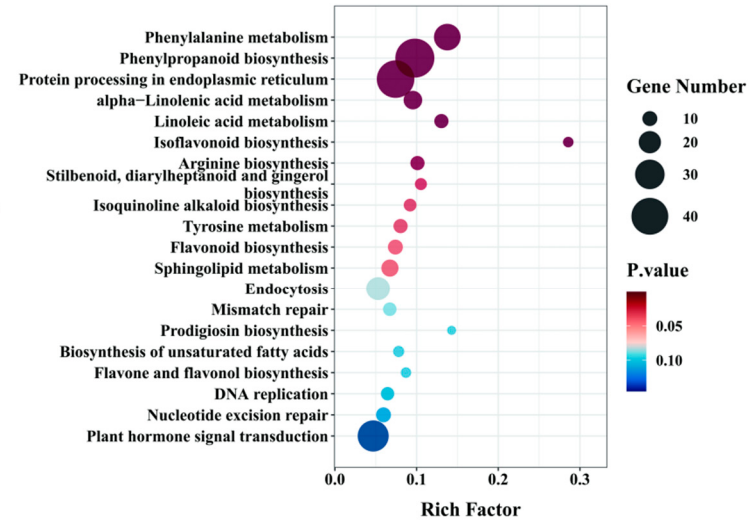

7 **Figure S3.** GO and KEGG enrichment analysis of unique genes in tall fescue plants treated and untreated with cellulose nanocrystals (CNCs) under normal and drought stress
8 conditions: (A) and (B) represent normal water conditions (CK vs CNCs), and (C) and (D) represent drought conditions (DS vs DS_CNCs). **Treatment abbreviations:** CK (control,
9 well-watered), CNCs (well-watered + 100 mg/L cellulose nanocrystals), DS (drought stress), DS_CNCs (drought stress + 100 mg/L cellulose nanocrystals).

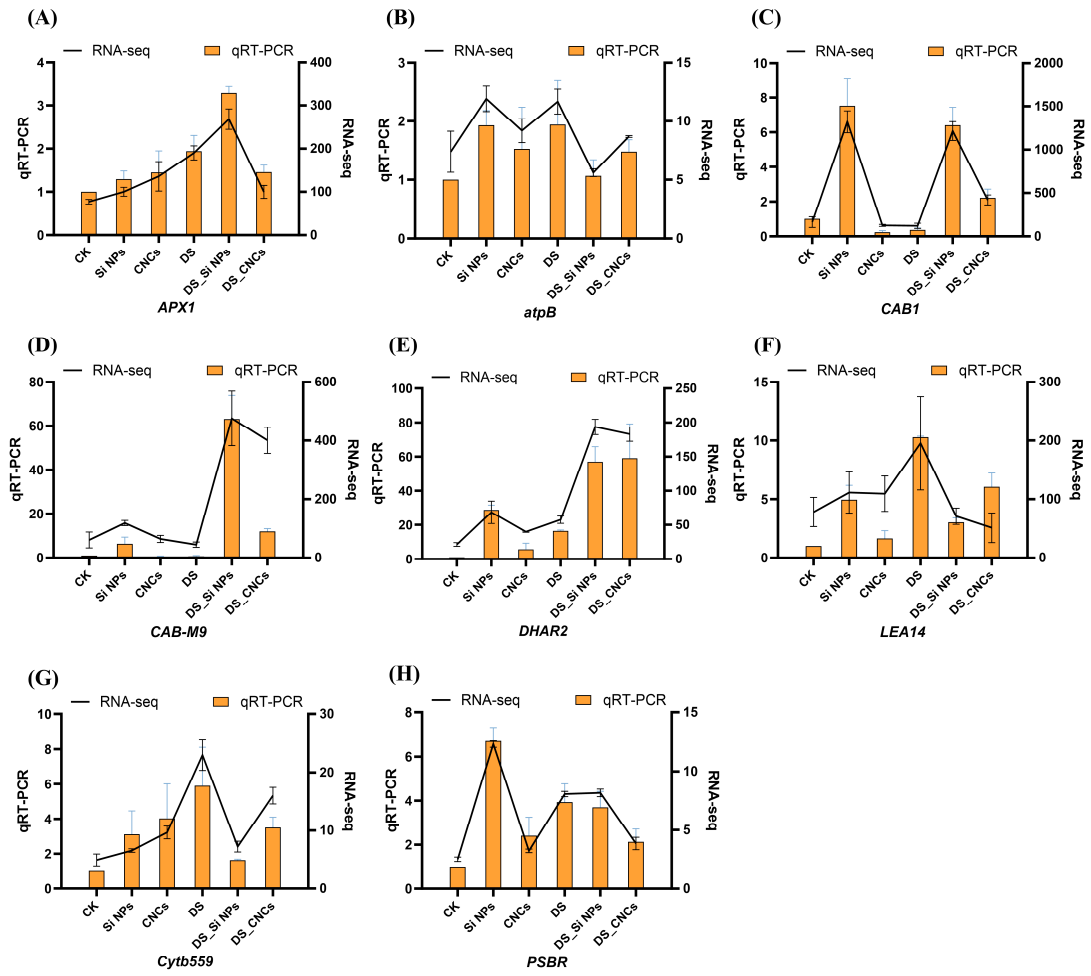

11

12 Figure S4. Validation results by qRT-PCR.

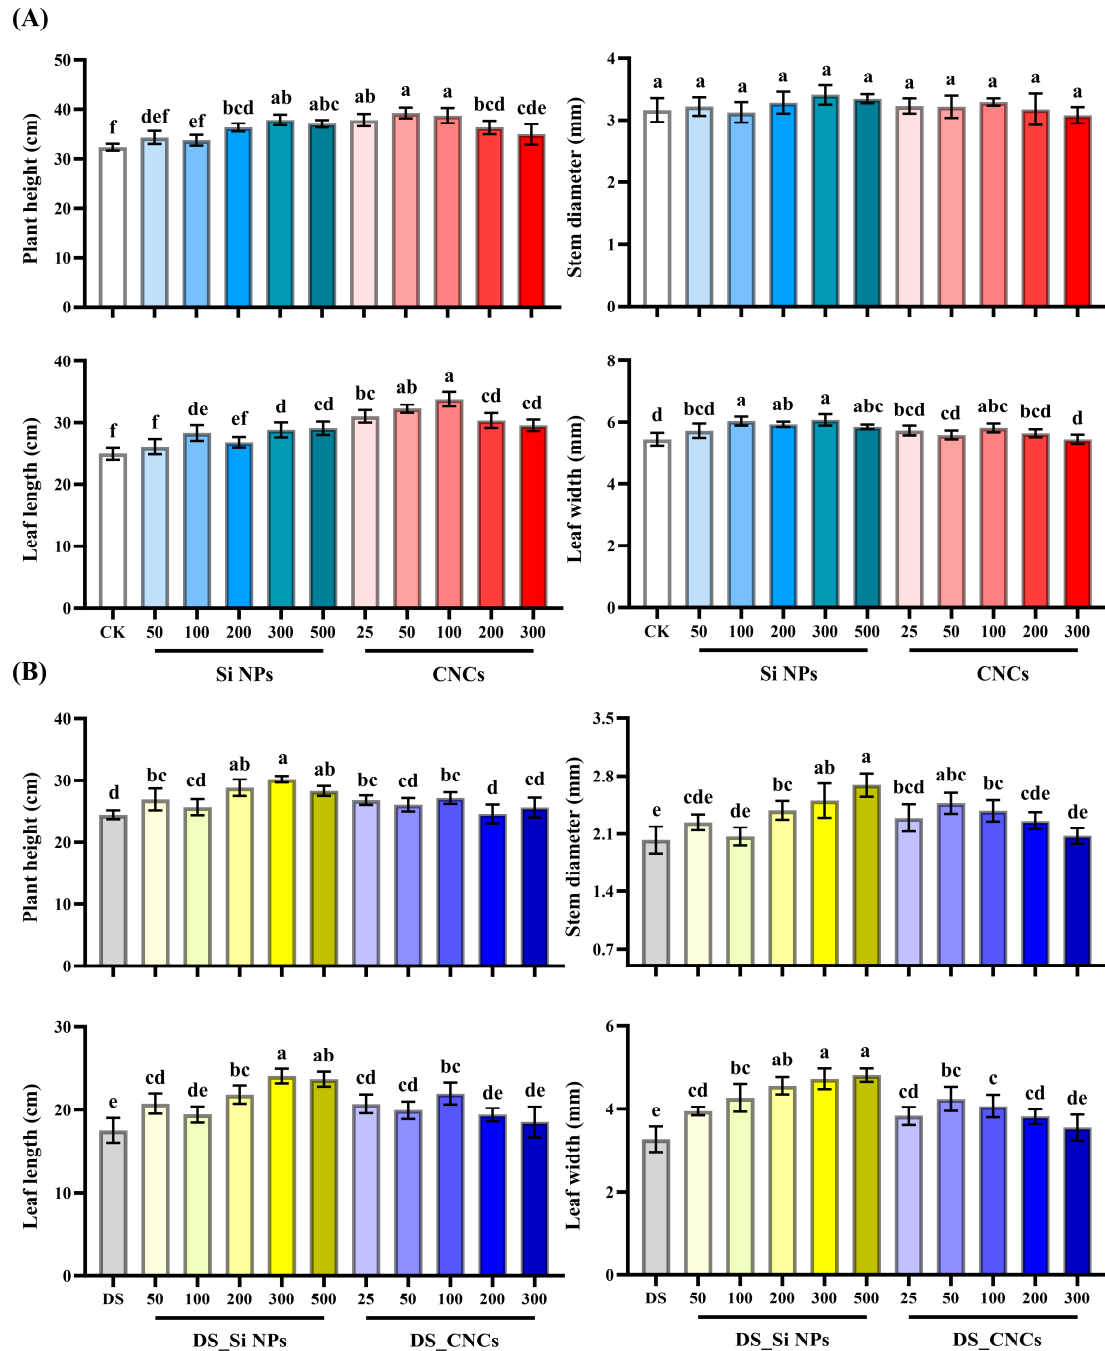

Figure S5. Effect of spraying different concentrations of silicon nanoparticles (Si NPs) and cellulose nanocrystals (CNCs) on the growth height, stem diameter, leaf length, and leaf width of tall fescue under normal (A) and drought (B) conditions. Data are presented as mean $\pm$ standard deviation from three biological experiments. Different letters above the bars indicate significant differences among treatments based on Tukey's HSD test (one-way ANOVA, $p < 0.05$). Treatment abbreviations: CK (control, well-watered), Si NPs (well-watered + 50, 100, 200, 300 and 500 mg/L silicon nanoparticles), CNCs (well-watered + 25, 50, 100, 200 and 300 mg/L cellulose nanocrystals), DS (drought stress), DS_Si NPs (drought stress + 50, 100, 200, 300 and 500 mg/L silicon nanoparticles), DS_CNCs (drought stress + 25, 50, 100, 200 and 300 mg/L cellulose nanocrystals).

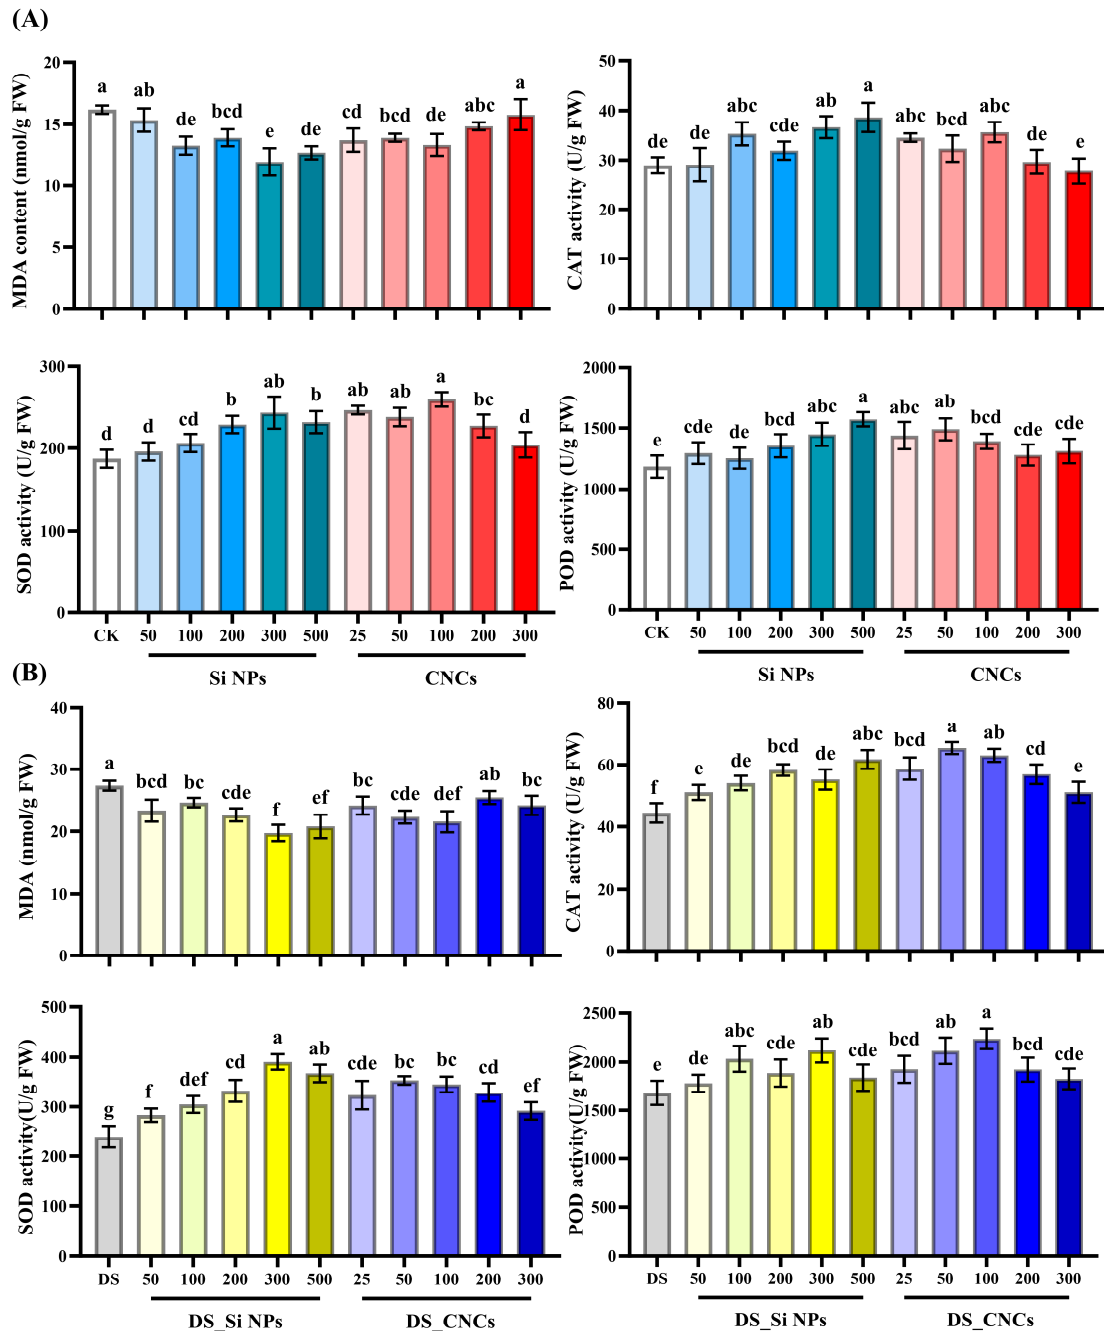

24

25 **Figure S6.** Effect of spraying different concentrations of silicon nanoparticles (Si NPs) and cellulose
 26 nanocrystals (CNCs) on the malondialdehyde (MDA) content and the activities of catalase (CAT),
 27 superoxide dismutase (SOD), and peroxidase (POD) in tall fescue under normal (A) and drought (B)
 28 conditions. Data are presented as mean $\pm$ standard deviation from three biological experiments. Different
 29 letters above the bars indicate significant differences among treatments based on Tukey's HSD test
 30 (one-way ANOVA, $p < 0.05$). Treatment abbreviations: CK (control, well-watered), Si NPs (well-watered
 31 + 50, 100, 200, 300 and 500 mg/L silicon nanoparticles), CNCs (well-watered + 25, 50, 100, 200 and 300
 32 mg/L cellulose nanocrystals), DS (drought stress), DS_Si NPs (drought stress + 50, 100, 200, 300 and 500
 33 mg/L silicon nanoparticles), DS_CNCs (drought stress + 25, 50, 100, 200 and 300 mg/L cellulose
 34 nanocrystals).

35 **Table S1.** Sequencing statistics for this study.

Sample	Clean reads	Clean bases	Valid%	Q20%	Q30%	GC%
CK_1	38358122	5.64G	96.61	98.23	94.55	54.86
CK_2	55511558	8.16G	96.32	98.13	94.33	53.75
CK_3	36479150	5.35G	95.48	97.88	93.60	54.02
CNCs_1	40340578	5.93G	97.08	98.05	94.26	54.13
CNCs_2	42402660	6.23G	96.27	98.34	95.05	54.08
CNCs_3	37181664	5.46G	96.05	97.82	93.39	54.25
Si NPs_1	45388724	6.66G	96.13	98.32	95.02	55.07
Si NPs_2	34367236	5.04G	95.69	98.12	94.16	54.19
Si NPs_3	34250114	5.02G	95.67	97.97	93.72	54.57
DS_1	38563140	5.66G	96.22	98.33	95.04	54.13
DS_2	38235832	5.61G	96.12	98.31	95.02	54.44
DS_3	44467488	6.52G	96.36	98.31	95.02	53.97
DS_CNCs_1	48040466	7.06G	96.72	98.24	94.78	54.13
DS_CNCs_2	35721012	5.24G	96.58	98.16	94.36	53.17
DS_CNCs_3	45811452	6.73G	96.65	98.28	94.94	54.66
DS_Si NPs_1	49229488	7.24G	96.77	98.12	94.26	54.68
DS_Si NPs_2	37861124	5.56G	95.91	98.09	94.12	54.5
DS_Si NPs_3	35298696	5.18G	96.47	98.08	94.12	54.54

37 **Table S2.** List of upregulated genes associated with nanomaterial addition.

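The genes singled out in Table S2 span light capture, peroxide removal, water channels, hormone response and lignin. Tested in the 4 comparisons of a particle with its control, 10 of the 18 passed in at least 1 of them. CAB-M9, PIP2-7, SOD1 and PRP rose with both particles under drought, ERECTA rose with Si NPs and CCR with CNCs. DHAR2 fell with both particles under drought, APX1 and LSI2 with CNCs, and PSBR with Si NPs under normal water and with CNCs under drought (-4.26, standard error 0.90, adjusted p = 0.0116). The other 8 did not pass: atpB, Cytb559, CAB1, GST3, CAT2, SAUR32-like, BGLU5-like and DREB1B. DREB1B (DN37211_c0_g1), an AP2 factor that binds drought-response elements, was at 0.817 ± 0.850 TPM in CK, 16.3 ± 10.4 in Si NPs, 4.60 ± 3.98 in CNCs, 1.99 ± 2.64 in DS, 18.8 ± 11.9 in DS_Si NPs and 26.3 ± 10.9 in DS_CNCs (SD, n = 3). LEA14 (DN4445_c0_g1), a desiccation protein for which the paper lists qRT-PCR primers, fell with CNCs under drought from 28.5 ± 23.9 to 0.667 ± 0.586 TPM (SD, n = 3; log2 fold change -5.51, standard error 1.62, adjusted p = 0.0444, edgeR's quasi-likelihood test). PSBR with CNCs no longer passed without DS_CNCs 1 (adjusted p up to 0.0515) and LEA14 without CK 3, DS 2, DS 3, DS_CNCs 1, DS_CNCs 2 or DS_CNCs 3 (adjusted p up to 0.149).

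**Figure D6:**
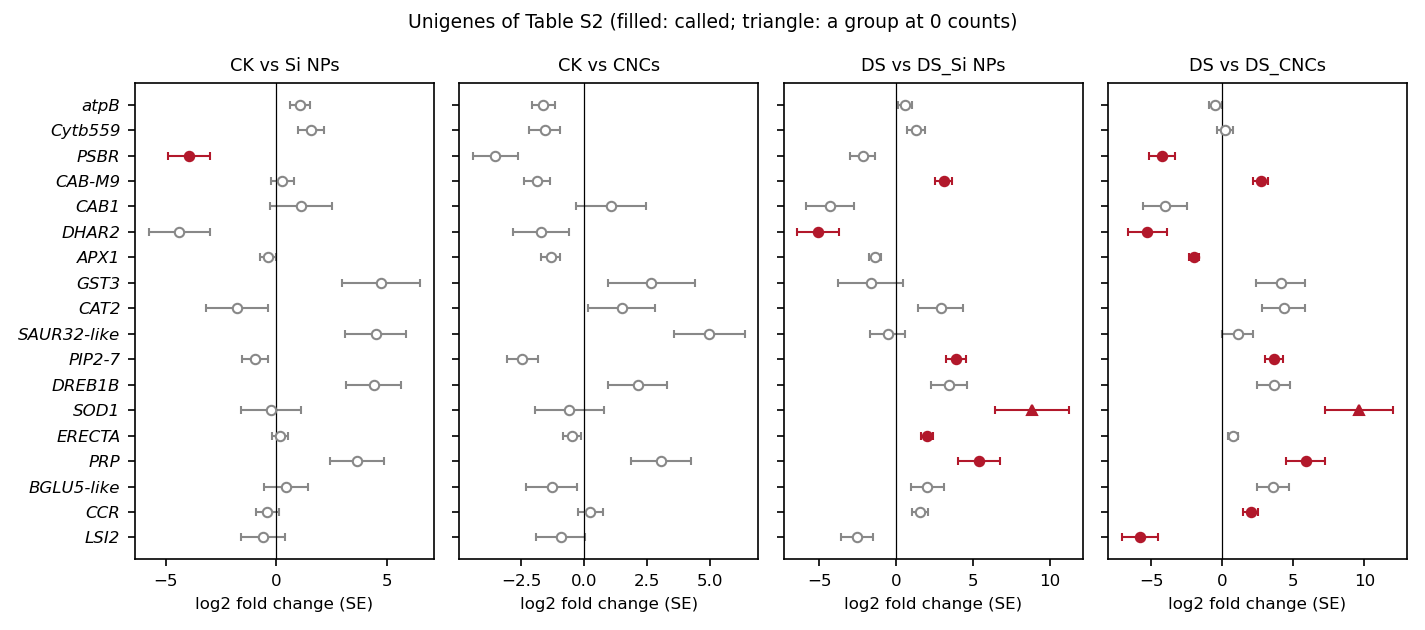
Log2 fold change of the 18 unigenes of Table S2 in 4 comparisons, with bars for the standard error. Filled red points passed the test, and triangles mark a group at 0 counts, as for SOD1 in DS.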

Gene id	Symbol	Description	CK_TPM	CNCs_<br>TPM	Si<br>NPs_TPM	DS_T<br>PM	DS_CNC<br>s_TPM	DS_Si<br>NPs_TPM	P -value	FDR
TRINITY_DN45<br>747_c0_g2	<i>atpB</i>	<i>ATP synthase subunit<br>beta, chloroplastic</i>	7.40	9.19	11.91	11.67	8.70	5.61	5.16635E<br>-07	2.1310<br>2E-05
TRINITY_DN52<br>275_c0_g2	<i>Cytb559</i>	<i>Cytochrome b-559 alpha<br>subunit chloroplast</i>	4.94	9.65	6.55	22.99	16.01	7.23	0.006532<br>834	0.0454<br>05233
TRINITY_DN10<br>9843_c0_g1	<i>PSBR</i>	<i>Photosystem II 10 kDa<br>polypeptide,<br>chloroplastic-like</i>	2.52	3.24	12.33	8.07	3.86	8.17	6.40606E<br>-07	2.5553<br>2E-05
TRINITY_DN41<br>235_c0_g2	<i>CAB-M9</i>	<i>Chlorophyll a-b binding<br>protein of LHCII type 1</i>	60.70	64.00	118.47	44.70	400.99	475.71	1.72038E<br>-07	1.3140<br>8E-05
TRINITY_DN34<br>697_c0_g1	<i>CAB1</i>	<i>Light harvesting<br>chlorophyll a/b-binding<br>protein Lhcb1, partial</i>	164.07	125.67	1320.74	121.5<br>4	418.56	1214.76	1.20688E<br>-06	6.2893<br>9E-05
TRINITY_DN12<br>1132_c0_g1	<i>DHAR2</i>	<i>Glutathione S-transferase<br>DHAR2</i>	21.44	39.87	68.46	57.54	182.92	193.64	0.000118<br>326	0.0022<br>98927
TRINITY_DN92<br>36_c0_g1	<i>APX1</i>	<i>L-ascorbate peroxidase 1,<br>cytosolic</i>	77.22	135.97	100.29	190.1<br>3	199.74	268.05	1.56046E<br>-06	7.7584<br>5E-05
TRINITY_DN11	<i>GST3</i>	<i>Glutathione S-transferase</i>	0.86	6.03	20.51	1.07	21.11	29.33	0.005824	0.0427

3464_c0_g1									064	70009
TRINITY_DN51<br>610_c0_g1	CAT2	Catalase	15.80	50.64	4.26	3.42	76.97	29.66	3.04498E-05	0.000816434
TRINITY_DN70<br>07_c0_g1	SAUR32-like	Small auxin-up RNA	0.18	7.97	3.78	5.77	11.40	3.69	0.02893337	0.005810908
TRINITY_DN27<br>90_c1_g1	PIP2-7	Aquaporin PIP2-7	8.46	2.56	5.87	0.94	11.50	13.05	7.61017E-06	0.000276633
TRINITY_DN37<br>211_c0_g1	DREB1B	Dehydration-responsive element-binding protein 1B	0.82	4.60	16.28	1.99	26.29	18.79	0.000420134	0.006011032
TRINITY_DN14<br>776_c0_g1	SOD1	Superoxide dismutase [Cu-Zn]	1.19	1.23	1.73	2.25	3.17	6.05	4.54611E-10	8.28048E-08
TRINITY_DN15<br>98_c0_g1	ERECTA	LRR receptor-like serine/threonine-protein kinase	4.12	3.34	4.01	2.68	4.63	10.77	0.000301228	0.009429834
TRINITY_DN46<br>192_c0_g1	PRP	Pathogenesis-related protein	0.14	1.39	1.60	0.06	2.41	3.86	0.000550587	0.014237731
TRINITY_DN16<br>111_c0_g1	BGLU5-like	Beta-glucosidase 5-like	43.39	33.40	83.92	3.07	55.98	15.86	0.000183064	0.003234869

TRINITY_DN76<br>34_c0_g1	CCR	<i>Cinnamoyl CoA reductase</i>	5.08	3.97	1.79	1.94	7.52	5.82	0.000488<br>527	0.0067<br>59882
TRINITY_DN20<br>900_c0_g1	LSI2	<i>Silicon efflux transporter</i>	0.99	0.65	2.51	2.72	2.71	6.33	0.000192<br>341	0.0033<br>65832

---

38 **Table S3.** Primers used in qRT-PCR.

Gene ID	Primer	Sequence (5'-3')
<i>APX1</i>	Sense	AGGTGCCACAAGGAGAGGTCTG
	Anti-sense	CAGGGTCAGTCAGCAGGGTTTTG
<i>DHAR2</i>	Sense	ACCGTGGAGGTGCTGGTCAAG
	Anti-sense	TTGGTCTGGTAGGGCTCCTTCTTC
<i>PSBR</i>	Sense	AGGTCCAGACTACTCAGCCTTTTCG
	Anti-sense	GGTAGACGCCCTTCCCCTTGG
<i>Cytb559</i>	Sense	GTCTGGAAGCACGGGAGAACG
	Anti-sense	GGCCGAGGACTTCCAAACACG
<i>atpB</i>	Sense	GCTATGAGTGCTACAGACGGGTTG
	Anti-sense	ATTGTCAACAGGCTCCCCAAGAAC
<i>CAB1</i>	Sense	TCGTCCACGCCCAGAGCATC
	Anti-sense	CGAAGCTGCCTCCGGGGTAG
<i>CAB-M9</i>	Sense	GAGACCTTTGCCAAGAACCGTGAG
	Anti-sense	AGGGAAGACGCAGCCGAGAG
<i>LEA14</i>	Sense	CAAGGAGTTCGTGGCGGACAAG
	Anti-sense	GGGATGCGGTGGGAGTAGGG

How the deposited data were processed for this re-analysis (not part of the article)

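RNA of tall fescue leaves was sequenced in 18 libraries, 3 for each of 6 groups: CK, Si NPs and CNCs at 65 to 75% of field capacity, and DS, DS_Si NPs and DS_CNCs at 35 to 45%, all after 20 days. The authors trimmed the reads with Cutadapt, checked them with FastQC, assembled them with Trinity without a reference genome, estimated the abundance of each unigene with Salmon and took descriptions from DIAMOND matches. The estimated count of each unigene in each library was computed by the authors with Salmon, and 452055 of these values are not whole, so they were rounded. The TPM values were computed by the authors with Salmon, already scaled for transcript length and library size. The table holds 109684 unigenes, of which 42440 have a description. The physiological measurements and the qRT-PCR were not analysed here.

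Counts were filtered with edgeR's filterByExpr (55979 unigenes kept), scaled by TMM and fitted with edgeR 4.0.16 (R 4.3.3) in 1 quasi-likelihood model with a mean for each of the 6 groups. The comparisons were each particle against its control under normal water and under drought, DS against CK, Si NPs against CNCs under each water regime, and the interaction of each particle with drought. Those 9 comparisons, the thresholds, the alternatives and the gene lists were fixed before the data were examined, and the mean effect of each particle over both water regimes was added later. A unigene was called at a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change above 2 in size. Adjusted p-values without another source come from edgeR. Standard errors of log2 fold changes come from the same model, and errors of TPM are standard deviations of 3 libraries. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1, and chance sets 10% of unigenes apart without overlap between such groups. Folds against a group with 0 counts use a floor of 3 counts over the group, and unigenes of Table S2 with 1 to 3 counts in a group are given with a 95% counting interval.

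The 38 gene lists, made by words in the descriptions, were: antenna proteins, photosystem, cytochrome b6f and chloroplast ATP synthase subunits, Calvin cycle, chlorophyll biosynthesis, chlorophyll breakdown and senescence, ascorbate-glutathione cycle, catalase and superoxide dismutase, glutathione S-transferases, class III peroxidases, phenylpropanoid and lignin biosynthesis, cellulose, hemicellulose, expansin and pectin, beta-glucosidases, flavonoid biosynthesis, diterpenoid and gibberellin metabolism, heat shock proteins and chaperones, heat stress transcription factors, LEA proteins and dehydrins, aquaporins, proline metabolism, soluble sugar metabolism (sucrose, trehalose, fructan), silicon, nitrate, phosphate, potassium and ammonium transporters, ABA synthesis and signalling, auxin response (SAUR, Aux/IAA, GH3, ARF), ethylene, jasmonate and salicylate, pathogenesis-related proteins, disease resistance (NBS-LRR) proteins, WRKY factors, NAC factors, AP2/ERF and DREB factors, cell division and histones (young tissue), ribosomal proteins, cuticle and wax (epidermis), root or below-ground storage markers, flower and seed markers, retrotransposons and transposases, viral proteins, insect or mite proteins, fungal proteins, and reference genes used for expression. Each list was tested by the number of members called, by the sum of its members' counts in edgeR (adjusted over the 38 lists), and as a set with limma 3.58.1 (camera with a preset correlation of 0.01 and with an estimated one, and fry). Gene Ontology and KEGG terms with at least 5 tested unigenes were tested with one-sided Fisher's exact tests against all tested unigenes that carry a term (22350 and 9157), adjusted per set by Benjamini-Hochberg.

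Unigenes were named by a rule set in advance: every unigene of Table S2, whose values in the paper had been seen, LEA14, and in each comparison the 6 higher and the 6 lower called unigenes with the lowest adjusted p, a named product and at least 20 TPM in the higher group. Those called unigenes also needed all libraries of a group to lie above all of the other, so their separation was a condition of the rule. In each list the 3 members with the highest mean and 2 called members could be named.

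On simulated counts with the spread of these libraries and 200 changed unigenes, the quasi-likelihood test found 53.7% of those changed by 2.5 in log2, 79.1% at 4 and 95.5% at 6, with 4 false calls among 156. DESeq2 found 91.5% of all changed unigenes with 99 false calls among 282, edgeR's exact test 86% with 101 among 273, and limma-trend 78.5% with 10 among 167.

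Alternatives were RLE in place of TMM, DESeq2 1.42.0, edgeR's exact test, only the libraries of a comparison in the fit, no filter on low counts, a mean of at least 5 TPM, a log2 threshold of 1 or none, the replicate number as a block, counts summed by description, limma-trend on log2 TPM (pseudocount 0.5, TPM of at least 1 in 3 libraries), and each library left out in turn. Leaving out CK 3 in comparisons without CK was added after seeing the data. The replicate numbers do not pair the samples: libraries of different groups with the same number correlated by 0.0098 on average after the group means were taken out, and 7 of 18 libraries correlated best with their own number. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9.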

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

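The other splits of the samples and the tests of explanations were chosen only after the results were seen. In watered leaves CNCs raised chaperones, and in droughted leaves CNCs lowered them. Antenna proteins fell with CNCs in watered leaves and did not pass as a list in droughted ones. The difference between the water regimes was tested as an interaction of particle and drought, which is what drew attention to the results here. For CNCs it called 1099 unigenes, 310 with a higher response under drought and 789 with a lower one, and for Si NPs 147, 38 higher and 109 lower. A heat shock protein 81-3 unigene (DN2054_c0_g1), a chaperone, was at 80.2 ± 9.16 TPM in CK, 406 ± 134 in CNCs, 305 ± 79.3 in DS and 107 ± 21.3 in DS_CNCs (SD, n = 3), an interaction of -4.01 (standard error 0.44, adjusted p = 0.000893). A heat shock cognate 70 unigene (DN9957_c0_g1) had an interaction of -5.68 (standard error 0.70, adjusted p = 0.00156) and a glutathione transferase (DN8647_c0_g1) -3.11 (standard error 0.52, adjusted p = 0.00677).

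By list total, the response to CNCs was lower under drought than under normal water for glutathione S-transferases -1.59, phenylpropanoid enzymes -1.25, heat shock proteins -1.58, heat stress transcription factors -0.91, LEA proteins and dehydrins -1.66, mineral transporters -0.76, ABA genes -0.89, ethylene, jasmonate and salicylate genes -1.74, WRKY factors -2.38, the list of fungal proteins -0.94 (log2), and higher for antenna proteins 0.88, chlorophyll breakdown 0.52, beta-glucosidases 1.18, retrotransposons 0.90, with adjusted p from 0.000581 to 0.0368 over the 38 lists. The ABA value rests on summed counts: in summed TPM that list changed by -0.36 with CNCs under normal water and -0.33 under drought. For Si NPs the response was lower under drought for glutathione S-transferases -1.21 and heat shock proteins -1.0 (adjusted p = 0.0234 and 0.0234). In the set test with an estimated correlation none of the lists passed for either interaction, with adjusted p of at least 0.0906 for CNCs and 0.432 for Si NPs. Splits of the 12 libraries cannot decide chance for either count, because regrouping can turn the effect of the particle itself into an interaction: drawn splits called up to 4886 unigenes for CNCs and 6269 for Si NPs. The count for CNCs was 511, 520 and 285 without CK 1, CK 2 and CK 3, 639, 393 and 451 without CNCs 1, 2 and 3, 678 and 534 without DS 1 and DS 2, and 463 and 413 without DS_CNCs 1 and 2. For Si NPs it was 16, 25 and 8 without CK 1, CK 2 and CK 3, 8, 8 and 27 without Si NPs 1, 2 and 3, 57, 16 and 354 without DS 1, DS 2 and DS 3, and 38 without DS_Si NPs 1.

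Heat shock proteins were 1 of several lists higher with CNCs under normal water and lower under drought, and the tests that follow were made on them. If the CK and DS libraries alone carried this pattern, CNCs and DS_CNCs leaves would not differ. The list total differed between them by -0.58 (standard error 0.18, adjusted p = 0.069 over the lists, edgeR). That difference did not pass over the lists. It is also part of the interaction that drew attention to this list, so it does not decide the question for CNCs. For Si NPs the corresponding difference was -0.00 (standard error 0.18), consistent with a pattern carried by CK and DS alone. Groups harvested at different times of day cannot be told apart from a treatment effect with the 24 clock unigenes, whose median size of change was 0.72 in the interaction, against 2.3 for the heat shock list and 0.98 for all unigenes, because members of the clock peak at different hours. A true dependence on water supply, which the design names, stays open beside these.

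The paper compares each particle with its own control. Drought alone (CK vs DS) changed 1127 unigenes and the particles differed from each other under normal water (Si NPs vs CNCs) at 23, signals in comparisons the paper does not report. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05: 1 of 10 reached 1127 for drought (highest other 24) and 1 of 10 reached 23 for the particles (highest other 0). Without CK 3 these counts were 150 and 0, and without CK 1, CK 2 or DS 2 the drought count was 447, 245 or 359. The 23 came down to 0 without CNCs 2 or Si NPs 2, 1 without CNCs 1, CNCs 3 or Si NPs 3, and 3 without Si NPs 1.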

How the results depend on the processing

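Leaving out CK 3 in comparisons without CK, and all alternatives for the effects over both water regimes, were chosen after seeing the data. RLE scaling and counts summed by description kept every count of called unigenes within 1.5 times its value, and RLE moved the median of all unigenes by at most -0.033 in log2. Over all alternatives, 104 of the counts stayed within that range and 148 moved. For single unigenes, 5767 results kept direction and side of the threshold, 59 came to pass, 1660 no longer passed and 0 turned direction. Of 343 called pairs of unigene and comparison, 94 kept their call without any 1 library. Of the list totals, 652 kept theirs, 18 no longer passed, 6 came to pass and 8 turned direction. Values that moved follow by setting, and except for the smaller number tested or left in the fit the cause was not tested. With DESeq2: CK vs Si NPs 4227, CK vs CNCs 2882, DS vs DS_Si NPs 5286, DS vs DS_CNCs 7039, CK vs DS 3212, Si NPs vs CNCs 472, DS_Si NPs vs DS_CNCs 450, Si NPs × drought 1786, CNCs × drought 3350, CNCs over both regimes 5809, shared under normal water 1626, shared under drought 3444. With edgeR's exact test: CK vs Si NPs 3008, CK vs CNCs 3033, CK vs DS 2651, Si NPs vs CNCs 998, DS_Si NPs vs DS_CNCs 164, shared under normal water 1005. With only the libraries of the comparison in the fit: CK vs Si NPs 1455, CK vs CNCs 1941, DS vs DS_Si NPs 0, DS vs DS_CNCs 1862, Si NPs vs CNCs 222, Si NPs × drought 50, Si NPs over both regimes 2583, shared under normal water 448, shared under drought 0. Without a filter on low counts: CK vs Si NPs 187, CK vs CNCs 118, DS vs DS_Si NPs 908, DS vs DS_CNCs 2092, CK vs DS 746, Si NPs vs CNCs 7, Si NPs × drought 80, CNCs × drought 676, shared under normal water 62, shared under drought 638. With a mean of at least 5 TPM (fewer unigenes tested): CK vs Si NPs 301, DS vs DS_Si NPs 958, DS vs DS_CNCs 1424, Si NPs vs CNCs 36, Si NPs over both regimes 1159, CNCs over both regimes 1015, shared under drought 626. With a log2 threshold of 1: CK vs DS 1781, Si NPs vs CNCs 95, Si NPs × drought 227. Without a fold threshold: CK vs CNCs 359, DS vs DS_Si NPs 3400, DS vs DS_CNCs 5302, CK vs DS 2175, Si NPs vs CNCs 181, Si NPs × drought 235, Si NPs over both regimes 7664, CNCs over both regimes 5869, shared under drought 2304. With the replicate block: CK vs Si NPs 147, CK vs CNCs 124, DS vs DS_Si NPs 1134, Si NPs × drought 41, shared under normal water 52, shared under drought 793. With limma-trend on TPM: CK vs Si NPs 1350, CK vs CNCs 763, Si NPs vs CNCs 70, DS_Si NPs vs DS_CNCs 59, Si NPs × drought 27, Si NPs over both regimes 2810, shared under normal water 279.

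Lowest and highest counts with 1 library left out were: CK vs Si NPs 3 to 188, CK vs CNCs 4 to 50, DS vs DS_Si NPs 144 to 2272, DS vs DS_CNCs 832 to 3037, CK vs DS 150 to 996, Si NPs vs CNCs 0 to 3, DS_Si NPs vs DS_CNCs 0 to 2, Si NPs × drought 8 to 354, CNCs × drought 285 to 1637, Si NPs over both regimes 1894 to 6014, CNCs over both regimes 1445 to 3631, shared under normal water 2 to 46, shared under drought 109 to 1389. The lowest came without CK 3 for all of them except DS vs DS_Si NPs, DS vs DS_CNCs and shared DEGs under drought, where it came without DS 2; for Si NPs × drought, Si NPs 1 and 2 gave 8 as well, and for Si NPs vs CNCs and DS_Si NPs vs DS_CNCs further libraries gave 0 as well. Camera called 123 of 342 list tests with the preset correlation, 1 with an estimated one and 120 without unigenes below 5 TPM. List totals passed in 77 cases, 64 without the most abundant member. Terms passed in 158 cases, 154 against all annotated unigenes and 101 with 1 unigene per description.

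Some list totals turned direction in the median member: 0.12 for pathogenesis-related proteins in CK vs CNCs, 0.10 for auxin response in DS vs DS_Si NPs, 0.023 for cuticle and wax in DS vs DS_CNCs, -0.13 for transporters and -0.044 for auxin response in CK vs DS. The cause of these was not tested. Others turned without the most abundant member: 0.10 and 0.074 for fungal proteins in DS vs DS_Si NPs and DS vs DS_CNCs and 0.64 for viral proteins in CK vs DS. In these latter lists 1 abundant member set the direction of the sum. Depth limits unigenes with few counts: SOD1, DHAR2, GST3, PRP and LSI2 had 0 to 3 counts in a group, and for these only bounds or ratios with wide counting intervals can be given.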

Differences from the paper's values

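The paper counts about 3600 unigenes changed by Si NPs under normal water (about 3600 in Fig. 6A, read by eye), against 574 here, and about 3500 by CNCs (about 3500 in Fig. 6A, read by eye), against 211 here. Of 20 alternatives set before the data were examined, DESeq2 (4227 and 2882) and edgeR's exact test (3008 and 3033) come within 1.5 times the paper's counts and the others do not. For the unigenes shared under normal water the paper's count is 1428, against 115 here (DESeq2 1626 and edgeR's exact test 1005 come within it). Of the shared ones the paper gives 943 as higher with Si NPs and 941 as higher with CNCs, against 104 and 104 here (660 and 660 with edgeR's exact test, the 1 alternative within 1.5 times). The paper's share that moved the same way is 65.9%, against 100.0% here and under none of the alternatives within 1.5 times. That 65.9% equals the paper's 941 over its 1428, which is a share that was higher. The share higher with both particles was 90.4% here, within 1.5 times of it, and 660 of 1005 with edgeR's exact test. The paper states edgeR with a log2 fold change above 2 in size and an adjusted p below 0.05, the thresholds used here, and does not state which of edgeR's tests.

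Under drought the paper counts 3272 unigenes for CNCs alone, against 1977 here. DESeq2 (3595), edgeR's exact test (3455), a log2 threshold of 1 (2568), no fold threshold (2998), limma-trend on TPM (3557) and the omission of DS_Si NPs 1 (2413), 2 (3529) or 3 (2286) come within 1.5 times, 8 of 20 in all. The paper gives 3191 of these as higher and writes 84%, which 3191 of 3272 is not, against 990 here, 50.1%. For the number only limma-trend on TPM comes within (2464), and for the printed 84% edgeR's exact test (58.6%), only the libraries of the comparison (59.5%) and limma-trend on TPM (69.3%) do, of which limma-trend alone also comes within the share of 3191 in 3272. The paper's folds for single unigenes differ in PSBR with Si NPs under normal water (the paper's 4.89, here 0.0542), and under drought with Si NPs in APX1 (the paper's 1.41, here 0.525), GST3 (the paper's 27.51, here 0.275 in mean TPM, resting on 4 and 1 counts with a ratio of 0.249 and a counting interval of 0.00507 to 2.52) and SOD1 (the paper's 1.91, here at least 57.5). None of the alternatives run for these folds (13, 14, 6 and 6) comes within the paper's values. The paper's 1.41 for APX1 and 1.91 for SOD1 lie below its own log2 fold change threshold of 2.

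Table S2 gives mean TPM values per group. For 7 of its 18 unigenes they match the file in all 6 groups, and for 10 others these group means differ by more than 1.5 times and the replicate spread, in TPM. atpB: CNCs 9.19 in the paper and 2.24 here, DS 11.67 in the paper and 5.01 here, DS_CNCs 8.70 in the paper and 4.27 here. Cytb559: CNCs 9.65 in the paper and 1.55 here, DS 22.99 in the paper and 4.65 here, DS_CNCs 16.01 in the paper and 5.56 here. PSBR: Si NPs 12.33 in the paper and 0.137 here, CNCs 3.24 in the paper and 0.333 here, DS_Si NPs 8.17 in the paper and 1.86 here, DS_CNCs 3.86 in the paper and 0.50 here. CAB-M9: Si NPs 118.47 in the paper and 64.0 here, CNCs 64.00 in the paper and 18.5 here. CAB1: Si NPs 1320.74 in the paper and 426 here, DS 121.5 in the paper and 3055 here, DS_Si NPs 1214.76 in the paper and 159 here, DS_CNCs 418.56 in the paper and 181 here. DHAR2: Si NPs 68.46 in the paper and 0.537 here, CNCs 39.87 in the paper and 4.46 here, DS 57.54 in the paper and 24.2 here, DS_Si NPs 193.64 in the paper and 0.587 here, DS_CNCs 182.92 in the paper and 0.550 here. APX1: CNCs 135.97 in the paper and 40.3 here, DS_Si NPs 268.05 in the paper and 99.7 here, DS_CNCs 199.74 in the paper and 68.0 here. GST3: DS_Si NPs 29.33 in the paper and 0.293 here. SOD1: DS 2.25 in the paper and 0 here, DS_Si NPs 6.05 in the paper and 1.05 here. LSI2: Si NPs 2.51 in the paper and 0.513 here, DS_Si NPs 6.33 in the paper and 0.323 here, DS_CNCs 2.71 in the paper and 0.0367 here. For PRP the values of DS_Si NPs and DS_CNCs are exchanged, 3.86 and 2.41 in the paper and 2.41 and 3.86 here. The 3 alternatives run for each mean of the 10 do not bring any of them within the paper's value. GST3 in DS_Si NPs has the same digits in both, 29.33 and 0.293, 2 decimal places apart. For SAUR32-like, Table S2 gives an adjusted p below its unadjusted p, which the Benjamini-Hochberg adjustment cannot give.

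By gene, the paper states that atpB, Cytb559 and PSBR rose with both particles, where here atpB and Cytb559 did not pass and PSBR fell with Si NPs. It states a rise of SAUR32-like with both particles, of CAT2 with CNCs and of BGLU5-like with CNCs, where the direction here is the same (log2 fold changes of 4.50 and 4.99 for SAUR32-like, 4.30 and 3.57) but the test did not pass. It states that CAB-M9 and CAB1 rose under drought, where CAB-M9 rose here and CAB1 did not pass, with lower means in the sprayed leaves. It states that APX1, GST3, CAT2 and SOD1 rose with the particles under drought, where SOD1 rose, APX1 fell with CNCs, and GST3 and CAT2 did not pass. It states that DHAR2 rose and LSI2 was raised by Si NPs, where here DHAR2 fell and LSI2 did not pass with Si NPs. The paper has further evidence that was not analysed here. It lists qRT-PCR primers for APX1, DHAR2, PSBR, Cytb559, atpB, CAB1 and CAB-M9 and reports that its qPCR profiles matched its RNA-seq data. It also measured higher SOD and APX activity with Si NPs under drought, in enzymes and not in RNA. CAT and POD activities under drought were highest with CNCs, and its Discussion states a rise of APX activity with either particle. In watered plants it measured more chlorophyll b and faster photosynthesis with CNCs, where antenna transcripts fell here. PIP2-7, ERECTA, PRP and CCR rose here as in the paper. Of the terms the paper names, gibberellin metabolism, defense response to fungus, chitin, plant-pathogen interaction, photosynthesis and hormone signal transduction did not pass for the shared unigenes under normal water, nor did response to heat, regulation of defense response, desiccation, diterpenoid, flavonoid and antenna terms under drought, nor diterpenoid, MAPK and hormone terms for Si NPs alone. Phenylpropanoid biosynthesis and linoleic acid metabolism passed for CNCs alone as in the paper, mostly among unigenes that fell, and isoflavonoid biosynthesis did not.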

Other observations

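The tests of explanations, the other splits of the samples and the effects over both water regimes were chosen only after the results were seen. Single stress transcription factors rose with drought in the leaf, and single WRKY and ABA signalling genes fell with CNCs under drought. Of 82 WRKY factors, which bind defence promoters, 13 rose, 1 fell and 68 did not pass (38 rose and 1 fell when adjusted over the list alone) with drought, 2 rose and 0 fell (38 and 1 adjusted over the list alone) with CNCs under normal water and 2 rose and 8 fell (2 and 14 adjusted over the list alone) with CNCs under drought, with list totals of 2.02 (standard error 0.50, adjusted p = 0.00476), 1.93 (standard error 0.50, adjusted p = 0.0132) and -0.44 (standard error 0.48, adjusted p = 0.576), where the set test with an estimated correlation gave adjusted p = 0.286, 0.386 and 0.747. WRKY76-like (DN263_c0_g2), a repressor of defence in rice leaves, was at 8.78 ± 0.641 TPM in CK, 126 ± 41.7 in DS and 63.0 ± 63.2 in DS_CNCs (SD, n = 3; drought 4.00, standard error 0.66, adjusted p = 0.00603). Of 69 NAC factors 9 rose and 1 fell (16 and 2 adjusted over the list alone) with drought and 1 rose and 4 fell (1 and 4 adjusted over the list alone) with CNCs under drought, and NAC21/22-like (DN9349_c1_g1), a growth regulator, rose with CNCs by 5.14 (standard error 0.75, adjusted p = 0.00209). Of 83 AP2/ERF and DREB factors 12 rose and 0 fell (27 and 0 adjusted over the list alone) with drought and 2 rose and 5 fell (3 and 7 adjusted over the list alone) with CNCs. Of 99 ABA synthesis and signalling genes 7 rose and 0 fell (16 and 0 adjusted over the list alone) with drought, 1 rose and 2 fell (1 and 3 adjusted over the list alone) with Si NPs and 1 rose and 12 fell (1 and 13 adjusted over the list alone) with CNCs under drought. Protein phosphatase 2C 27 (DN6889_c0_g1), a brake on ABA signals, fell with CNCs, -2.41 (standard error 0.42, adjusted p = 0.00447). The counts rest on single libraries: 1 WRKY factor (without CK 3), 1 NAC factor (without CK 3) and 0 AP2/ERF factors (without CK 2) then rose with drought, and 1 ABA gene (without DS_CNCs 1) fell with CNCs.

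Single sugar genes rose with drought, and in droughted leaves the sums of proline and of cuticle genes fell with CNCs. Of 116 genes of sucrose, trehalose and fructan metabolism 5 rose and 0 fell (7 and 1 adjusted over the list alone) with drought, 3 rose and 5 fell (6 and 6 adjusted over the list alone) with Si NPs and 2 rose and 6 fell (3 and 11 adjusted over the list alone) with CNCs under drought; galactinol synthase 2 (DN3555_c0_g1), which starts raffinose synthesis, rose with drought by 2.98 (standard error 0.63, adjusted p = 0.0177). The sugar list as a sum did not pass with drought in counts, 0.18 (standard error 0.17, adjusted p = 0.390), and in TPM averaged 3358 in CK and 1971 in DS. Proline genes (4 tested) fell as a sum, by list totals of -1.32 (standard error 0.40, adjusted p = 0.0186) with Si NPs and -2.02 (standard error 0.40, adjusted p = 0.00126) with CNCs (adjusted p = 0.460 and 0.275 in the set test with an estimated correlation), and delta-1-pyrroline-5-carboxylate synthase (DN12804_c0_g1), the entry to proline, went from 70.0 ± 59.6 TPM in DS to 12.2 ± 1.04 in DS_CNCs (SD, n = 3; log2 fold change -2.62, standard error 0.52, adjusted p = 0.00897). Of 113 cuticle and wax genes 7 rose and 2 fell (11 and 3 adjusted over the list alone) with Si NPs and 5 rose and 13 fell (8 and 15 adjusted over the list alone) with CNCs under drought, and the sum changed by -1.23 (standard error 0.28, adjusted p = 0.00184) with CNCs although the median member did not fall and the set test had adjusted p = 0.747 with an estimated correlation. The galactinol synthase no longer passed without CK 2, CK 3 or DS 2 (adjusted p up to 0.112) and the proline enzyme without DS 3 (size of the log2 fold change down to 1.89).

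Few growth and housekeeping genes passed. Of 183 cell division and histone genes 4 rose and 3 fell (4 and 3 adjusted over the list alone) with CNCs under drought and 1 rose and 0 fell (0 and 0 adjusted over the list alone) with Si NPs, of 212 ribosomal proteins 1 rose and 2 fell (1 and 1 adjusted over the list alone) and 1 rose and 0 fell (1 and 0 adjusted over the list alone), of 34 root or below-ground markers 0 rose and 3 fell (1 and 3 adjusted over the list alone) and 0 rose and 1 fell (0 and 1 adjusted over the list alone), and the list total of 26 flower and seed markers changed by -0.09 (standard error 0.14, adjusted p = 0.699) and -0.00 (standard error 0.14, adjusted p = 0.990) without passing. Of 84 reference genes 1 rose and 0 fell (1 and 0 adjusted over the list alone) with drought, 0 rose and 1 fell (0 and 1 adjusted over the list alone) with Si NPs and 0 rose and 2 fell (0 and 2 adjusted over the list alone) with CNCs; the member that moved most often, an actin-depolymerizing factor (DN140_c0_g1), is not itself a reference gene. Among 123 retrotransposons and transposases 7 rose and 4 fell (8 and 8 adjusted over the list alone) with CNCs under drought. Lists named after other organisms also held plant genes. Of 6 in the viral list 1 rose and 0 fell (1 and 0 adjusted over the list alone) with drought (a baculoviral repeat protein, DN66608_c0_g1). The sum of the viral list, set by an RNA-dependent RNA polymerase, changed by -3.18 (standard error 0.89, adjusted p = 0.00847, edgeR) with CNCs. In the set test with an estimated correlation that list had adjusted p = 0.747. Its sum was 242 to 1272 TPM in the CK libraries and 13.3 to 110 in the DS_Si NPs libraries. Whether the polymerase belongs to the plant or to a virus was not tested. Of 5 in the insect list 0 rose and 2 fell (0 and 2 adjusted over the list alone) with CNCs (both ODORANT1-like factors), and of 5 in the fungal list 0 rose and 1 fell (0 and 1 adjusted over the list alone) with Si NPs and 0 rose and 1 fell (0 and 1 adjusted over the list alone) with CNCs (the low temperature-induced protein DN9099_c0_g1). The baculoviral repeat protein with drought no longer passed without CK 1, CK 2, CK 3 or DS 2 (adjusted p up to 0.131) and the low temperature-induced protein with Si NPs without CK 3, DS 2, DS_Si NPs 1 or DS_Si NPs 2 (adjusted p up to 0.223).

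CK 3 lies between CK 1 and CK 2. If CK 3 were an independent sample that varies like the others, it would have unigenes present in it alone or absent from it alone within its group, but it had 0, where the other 17 libraries had at least 57. A pool of RNA of the plants of CK 1 and CK 2 is a candidate explanation: CK 3 lay between them at 100.0% of the unigenes more than 8-fold apart, where no other library passed 86.9%. Reads mixed after sequencing would keep the quality of both sources, but its Q30 differed from the lower of them by -0.73 percentage points. No biological explanation was tested, since the design gives none.

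Unigenes that rose with Si NPs often lacked a description. Genomic DNA or other undescribed RNA in the treated libraries would raise the share of undescribed counts, but with Si NPs under normal water that share changed by -1.59 percentage points against CK. Under drought it averaged 7.37% (SD 1.37) in DS, 8.06% in DS_Si NPs and 9.13% in DS_CNCs, so there the explanation stays open. Reads of another organism could not be decided: 3.5% of the described unigenes higher with Si NPs over both regimes had their best match outside the grasses, against 2.4% of all tested, and organisms without a described match would not be seen. A response of undescribed plant genes to the particles, which the design names, stays open.

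Over both water regimes, Si NPs changed 4515 unigenes (3693 rose and 822 fell) and CNCs 3530 (2830 rose and 700 fell). In 100 drawn splits, 1 reached 4515 (highest other 1197) and 1 reached 3530 (highest other 553), the real split included in each, and for the 115 unigenes shared by both particles under normal water 1 of 100 did (highest other 20). These splits take CK 3 as an independent library, which the values above put in doubt, so they do not decide chance; without CK 3 the counts were 1894, 1445 and 2. For the 1268 unigenes shared under drought, 1 of 100 reached the real count (highest other 967). Without DS 2 the shared count was 109, below the 967 of another split, so these splits do not decide chance either. For the single comparisons the 10 splits are too few for a share under 0.05: 1 of 10 reached the real 574 for CK vs Si NPs (highest other 0), 211 for CK vs CNCs (0), 1895 for DS vs DS_Si NPs (21) and 3245 for DS vs DS_CNCs (0), and all 10 reached the 0 of DS_Si NPs vs DS_CNCs (highest other 3). That 0 is from edgeR's quasi-likelihood test, where 5163 unigenes had an unadjusted p under 0.05, DESeq2 called 450, edgeR's exact test 164 and limma on TPM 59.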
